# A mouse embryonic stem cell bank for inducible overexpression of human chromosome 21 genes

**DOI:** 10.1186/gb-2010-11-6-r64

**Published:** 2010-06-22

**Authors:** Rossella De Cegli, Antonio Romito, Simona Iacobacci, Lei Mao, Mario Lauria, Anthony O Fedele, Joachim Klose, Christelle Borel, Patrick Descombes, Stylianos E Antonarakis, Diego di Bernardo, Sandro Banfi, Andrea Ballabio, Gilda Cobellis

## Abstract

**Background:**

Dosage imbalance is responsible for several genetic diseases, among which Down syndrome is caused by the trisomy of human chromosome 21.

**Results:**

To elucidate the extent to which the dosage imbalance of specific human chromosome 21 genes perturb distinct molecular pathways, we developed the first mouse embryonic stem (ES) cell bank of human chromosome 21 genes. The human chromosome 21-mouse ES cell bank includes, in triplicate clones, 32 human chromosome 21 genes, which can be overexpressed in an inducible manner. Each clone was transcriptionally profiled in inducing versus non-inducing conditions. Analysis of the transcriptional response yielded results that were consistent with the perturbed gene's known function. Comparison between mouse ES cells containing the whole human chromosome 21 (trisomic mouse ES cells) and mouse ES cells overexpressing single human chromosome 21 genes allowed us to evaluate the contribution of single genes to the trisomic mouse ES cell transcriptome. In addition, for the clones overexpressing the *Runx1 *gene, we compared the transcriptome changes with the corresponding protein changes by mass spectroscopy analysis.

**Conclusions:**

We determined that only a subset of genes produces a strong transcriptional response when overexpressed in mouse ES cells and that this effect can be predicted taking into account the basal gene expression level and the protein secondary structure. We showed that the human chromosome 21-mouse ES cell bank is an important resource, which may be instrumental towards a better understanding of Down syndrome and other human aneuploidy disorders.

## Background

Aneuploidy refers to an abnormal copy number of genomic elements, and is one of the most common causes of morbidity and mortality in humans [1,2]. The importance of aneuploidy is often neglected because most of its effects occur during embryonic and fetal development [3]. Initially, the term aneuploidy was restricted to the presence of supernumerary copies of whole chromosomes, or absence of chromosomes, but this definition has been extended to include deletions or duplications of sub-chromosomal regions [4,5]. Gene dosage imbalance represents the main factor in determining the molecular pathogenesis of aneuploidy disorders [6].

Our interest is focused on the elucidation of the molecular basis of gene dosage imbalance in one of the most clinically relevant and common forms of aneuploidy, Down syndrome (DS). DS, caused by the trisomy of human chromosome 21 (HSA21), is a complex condition characterized by several phenotypic features [6], some of which are present in all patients while others occur only in a fraction of affected individuals. In particular, cognitive impairment, craniofacial dysmorphology and hypotonia are the features present in all DS patients. On the other hand, congenital heart defects occur in only approximately 40% of patients. Moreover, duodenal stenosis/atresia, Hirschsprung disease and acute megakaryocytic leukemia occur 250-, 30- and 300-times more frequently, respectively, in patients with DS than in the general population. Individuals with DS are affected by these phenotypes to a variable extent, implying that many phenotypic features of DS result from quantitative differences in the expression of HSA21 genes. Understanding the mechanisms by which the extra copy of HSA21 leads to the complex and variable phenotypes observed in DS patients [7,8] is a key challenge.

The DS phenotype is clearly the outcome of the extra copy of HSA21. However, this view does not completely address the mechanisms by which the phenotype arises. Korbel *et al*. [9] provided the highest resolution DS phenotype map to date and identified distinct genomic regions that likely contribute to the manifestation of eight DS features. Recent studies suggest that the effect of the elevated expression of particular HSA21 genes is responsible for specific aspects of the DS phenotype. Arron *et al. *[10] showed that some characteristics of the DS phenotype can be related to an increase in dosage expression of two HSA21 genes, namely those encoding the transcriptional activator DSCR1-RCAN1 and the protein kinase DYRK1A. These two proteins act synergistically to prevent nuclear occupancy of nuclear factor of activated T cells, namely cytoplasmic, calcineurin-dependent 1 (*NFATc*) transcription factors, which are regulators of vertebrate development. Recently, Baek *et al*. showed that the increase in dosage of these two proteins is sufficient to confer significant suppression of tumour growth in Ts65Dn mice [11], and that such resistance is a consequence of a deficit in tumour angiogenesis arising from suppression of the calcineurin pathway [12]. Overexpression of a number of HSA21 genes, including *Dyrk1a*, *Synj1 *and *Sim2*, results in learning and memory defects in mouse models, suggesting that trisomy of these genes may contribute to learning disability in DS patients [13-15].

Many phenotypic features of DS are determined very early in development, when the tissue specification is not completely established [3]. Early postnatal development of both human patients and DS mouse models showed the reduced capability of neuronal precursor cells to correctly generate fully differentiated neurons [16], contributing to the specific cognitive and developmental deficits seen in individuals with DS [17]. Canzonetta *et al. *[18] showed that *DYRK1A-REST *perturbation has the potential to significantly contribute to the development of defects in neuron number and altered morphology in DS. The premature reduction in REST levels could skew cell-fate decisions to give rise to a relative depletion in the number of neuronal progenitors.

The exact nature of these events and the role played by increased dosage of individual HSA21 genes remain unknown. To contribute to answering these questions, we have established a cell bank consisting of mouse embryonic stem (mES) cell clones capable of the inducible overexpression of each one of 32 selected genes, 29 murine orthologs of HSA21 genes and 3 HSA21 coding sequences, under the control of the tetracycline-response element (tetO). These genes include thirteen transcription factors, one transcriptional activator, six protein kinases and twelve proteins with diverse molecular functions. By transcriptome and proteome analysis, we determined that these clones, which are able to differentiate in different cell lineages, can be used to unveil the pathways in which these genes are involved. We believe that this resource represents a valuable tool to analyse the genetic pathways perturbed by the dosage imbalance of HSA21 genes.

## Results

### Validation of an inducible/exchangeable system for generation of transgenic mES cells

In order to generate a library of mES transgenic lines of selected HSA21 genes, we used the ROSA-TET system. This integrates the inducible expression of the Tet-off system, the endogenous and ubiquitous expression from the *ROSA26 *locus, and the convenience of transgene exchange provided by the recombination-mediated cassette exchange (RMCE) system [19]. Briefly, coding sequences are cloned into an expression vector, driven by an inducible promoter (Tet-off), which can be easily integrated into the *ROSA26 *locus through a cassette exchange reaction.

Understanding the expression kinetics of the system was essential to standardizing the generation of the mES library encoding the HSA21 genes. Towards this goal, we first tested the system by introducing the *luciferase *(*Luc*) gene, cloned into an exchange vector. This enabled accurate quantification of cassette exchange and gene inducibility, at both the RNA and protein level. To this end, we prepared an exchange vector (pPTHC-Luc), which was introduced into the EBRTcH3 ES cell line (EB3), carrying a yellow fluorescent protein (*YFP*) gene integrated in the *ROSA26 *locus. After the RMCE procedure, positive exchanged clones were identified by PCR (Additional file 1a) and their inducibility verified using both reporter genes. Quantitative PCR (q-PCR) analysis of *Luc *expression showed that the system was activated upon the removal of Tetracycline (Tc) from the medium. In the presence of Tc (0 hours; see Materials and methods), *Luc *mRNA was undetectable, indicating that the background expression level was almost zero, whereas a strong signal was detected 15 hours after Tc withdrawal, and still sustained over a time window of 48 hours (Additional file 1b). We then compared the mRNA level with the enzymatic activity of the protein Luc. To this end, we prepared the protein extracts of the *Luc*-inducible mES clones at the same time points to quantify luminescence. In agreement with the mRNA data, the enzymatic activity was undetectable in the presence of Tc, whereas a strong signal was measurable 15 hours after Tc withdrawal, indicating a correct induction of *Luc *translation (Additional file 1b).

We next verified the expression of the *YFP *reporter gene, which is separated from the *Luc *gene in the recombinant locus by an *IRES *sequence, and we detected a comparable level of *YFP *expression and protein accumulation following induction. The maximal expression of the reporter gene was observed 24 hours after complete removal of Tc from the medium (Additional file 1c).

The level of gene expression can be regulated by adjusting the concentration of Tc in the culture media. Using a ten-fold dilution of Tc, negligible expression of the *YFP *gene was seen (Additional file 1d), while further dilution of Tc revealed increasing expression levels of *YFP*.

We then verified the growth properties of this mES line (EB3) compared to the parental line (E14) (data not shown) and the ability of these cells to differentiate along the three germ layers. The EB3 cells displayed the expected transcript down-regulation of the pluripotency gene *Oct3/4*, and a marked increase of the mesoderm-specific marker *Brachyury*, of the ectoderm-specific marker *Gfap *and the endoderm-specific marker *Afp *during mES differentiation (Additional file 1e).

Collectively these data suggest that, in mES cells, this system allows the efficient and long-term overexpression of the transgene in a dose- and time-dependent manner. It is therefore suitable for systematic expression of HSA21 cDNAs.

### Cell bank: the HSA21 gene collection in mES cells

HSA21 is syntenic to three different mouse chromosomal regions located on chromosomes 10, 16 and 17. These three regions contain 175 murine orthologs of protein coding HSA21 genes according to [20].

For the generation of mES clones with inducible overexpression, we selected a subset of 32 genes, 29 of which are murine orthologs of HSA21 genes, and 3 of which are human coding sequences (see also Materials and methods). The 32 genes encode 13 transcription factors (*Aire*, *Bach1*, *Erg*, *Ets2*, *Gabpa*, *Nrip1*, *Olig1*, *Olig2*, *Pknox1*, *Runx1*, *Sim2*, *ZFP295*, *1810007M14Rik*), a single transcriptional activator (*Dscr1-Rcan1*), 6 protein kinases (*DYRK1A*, *SNF1LK*, *Hunk*, *Pdxk*, *Pfkl*, *Ripk4*) and 12 proteins with diverse molecular functions (*Atp5j*, *Atp5o*, *Cct8*, *Cstb*, *Dnmt3l*, *Gart*, *Dscr2-Psmg1*, *Morc3*, *Mrpl39*, *Pttg1ip*, *Rrp1*, *Sod1*) (refer to Additional file 2 for more general information about these genes).

For a subset of the selected genes, there is evidence for the presence of different alternatively spliced isoforms that may differ in their coding sequence. In such cases, we overexpressed the longest annotated coding sequence. For one transcription factor (*ZFP295*) and two protein kinases (*DYRK1A*, *SNF1LK*), we used the human coding sequences (see also Materials and methods). A schematic representation of our experimental strategy is shown in Figure 1.

**Figure 1:**
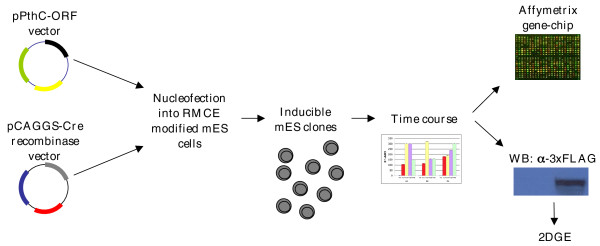
**Schematic representation of the experimental strategy used**. A set of 32 genes, 29 murine orthologs of HSA21 genes and 3 human coding sequences, were cloned into the pPthC vector [19] and nucleofected along with a pCAGGS-Cre recombinase vector [41] into EBRTcH3 (EB3) cells. Puromycin-resistant clones were isolated and grown in medium deprived of tetracycline for varying periods of time to perform a time course of induction. The inducibility of selected clones was evaluated by q-PCR. Global transcriptome and proteome analysis was performed by hybridization onto an Affymetrix gene chip and by large-gel two-dimensional gel electrophoresis (2DGE), respectively, to delineate the consequences of gene dosage imbalance on a single gene basis. WB, western blot.

In order to generate the mES library overexpressing a subset of HSA21 ORFs, we employed the ROSA-TET system, as previously described. The expression construct contained the 3xFLAG epitope at the carboxyl terminus, thus enabling monitoring of transgene protein product. We constructed exchange vectors carrying each of the 32 ORFs and then nucleofected the plasmids into the RMCE recipient mES lines to generate stable clones (see Materials and methods). For each gene, an average of 20 drug-resistant clones were picked, amplified and characterized by PCR analysis.

Three positive clones for each gene were grown in medium deprived of Tc for varying periods of time to verify the sensitivity of each mES line to Tc by performing a time course experiment to identify the capacity of each transgene to be overexpressed. In total we analyzed 96 clones (3 biological replicates for 32 transgenes). As shown in Additional file 3, we performed a time course experiment, at four different time points (17, 24, 39 and 48 hours), for 16 genes: 3 transcription factors (*Aire*, *Sim2 *and *ZFP295*), a protein kinase gene (*Hunk*) and for all the 12 genes encoding proteins with diverse molecular functions (*Atp5j*, *Atp5o*, *Cct8*, *Cstb*, *Dnmt3l*, *Gart*, *Dscr2-Psmg1*, *Morc3*, *Mrpl39*, *Pttg1ip*, *Rrp1*, *Sod1*). Since the majority of the genes analyzed showed the highest level of induction after 24 hours of Tc deprivation, we decided to test the inducibility of the remaining clones at one time point only. As shown in Additional file 3, we tested 12 clones at one time point: the transcription factors *Bach1*, *Erg*, *Ets2*, *Gabpa*, *Nrip1*, *Olig1*, *Pknox1*, *Runx1*, *1810007M14Rik*), the transcriptional activator *Dscr1-Rcan1 *and the protein kinases *Pdxk *and *Pfkl*. Finally, one transcription factor (*Olig2*) and three protein kinases (*DYRK1A*, *SNF1LK *and *Ripk4*) were tested at three different time points (17, 24, and 39 hours). As a control, total RNA extracted from uninduced clones (in the presence of Tc, 0 hours) was used.

Figure 2 shows the average induction, evaluated by q-PCR (Additional file 4) and expressed as relative expression (2^-dCt^), of the 13 transcription factors together with the single transcriptional activator (Figure 2a), the 6 kinases (Figure 2b), and the 12 genes with diverse molecular functions (Figure 2c). For the 13 transcription factors and the transcriptional activator (Figure 2a) and the 6 kinases (Figure 2b) we assessed the potential leakiness of the inducible system in our mES clones. To this aim, we compared the basal expression level of each gene in the parental cell line (EB3) with the expression level in the corresponding transgenic inducible clones (in the biological replicates) grown in the presence of Tc in the medium (0 hours of induction). Results are shown in Figure 2a,b and in Additional file 5. We verified that only in the case of *Pdxk *is there a statistically significant (corrected *P*-value false discovery rate (FDR) = 0.04), albeit mild, leakiness.

**Figure 2:**
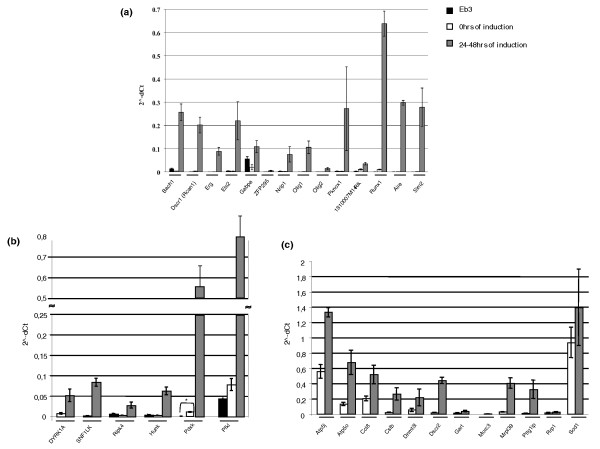
**Average induction of the 32 inducible clones by q-PCR**. Baseline expression (0 hours of induction - white bars), following induction of transgene (after 24 to 48 hours of growth in medium deprived of Tc - gray bars), and relative expression in the parental cell line (EB3 - black bars). **(a) **The 13 transcription factors and the single transcriptional activator (*Dscr1-Rcan1*); **(b) **the 6 kinases; **(c) **the other 12 genes with diverse molecular functions. Asterisks indicate statistically significant expression changes (*t*-test with false discovery rate <0.05). The errors bars are calculated on the biological triplicates.

We then checked for the proper ploidy of the clones following extensive passages in culture. To this end, we performed a karyotype assay (Materials and methods) on parental ES cells (EB3) and on 20 different inducible clones of our mES cell bank (representing the 7 effective and the 13 silent genes). All these clones turned out to display a normal karyotype (40 chromosomes).

### Transcriptome analysis of mES cell lines

In order to identify the effects of the overexpression of a single gene on the mES transcriptome, we performed Affymetrix Gene-Chip (Mouse 430_2) hybridization experiments for a set of clones overexpressing 20 of the 32 genes (that is, the transcription factors and protein kinases). 

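The profiled cells are clones of the EB3 line of mouse embryonic stem (mES) cells, each with a tagged coding sequence of an HSA21 gene or of its mouse ortholog that is transcribed once tetracycline (Tc) is withdrawn. For each of the 20 genes, 3 clones were profiled with Tc and 3 after its withdrawal, which gives 6 arrays per gene and 120 in all. By the sample labels RNA was taken after 24 hours for 15 genes, after 39 hours for Hunk, Ripk4 and Sim2, and after 48 hours for Aire and Pdxk, while Additional file 3 lists 39 hours for Pfkl, which leaves 14 genes at 24 hours. The experiments of 19 genes (114 arrays) were run on the Mouse 430_2 array with 45101 probesets, and that of Runx1 on the smaller Mouse 430A_2 array with 22690. The deposited values are log2 intensities from the authors' robust multi-array average (RMA), which was run on the 6 arrays of each gene apart from those of the other genes. Their medians per array lie between 4.89 and 5.68 on the Mouse 430_2 and between 7.11 and 7.19 on the Mouse 430A_2, so levels were tested within an experiment and differences were set beside each other across experiments. Induced and uninduced arrays of the same clone number were treated as a pair, because the ratios in the study's own gene tables are means over the 3 clones of the ratio within a clone. A linear model with moderated variances (limma) was fitted to each experiment with the clone as a block, and a probeset counts as changed at a Benjamini-Hochberg adjusted p under 0.05. The p-values measure the spread between clones of a gene, and 3 clones limit their precision.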

As we used biological triplicate clones for each gene, this analysis was performed on a total of 60 clones. Total RNA was extracted from each clone at the time-point of maximal expression (Additional file 3), following Tc removal from the medium (Materials and methods). 

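The arrays record the overexpressed gene itself in few of the 20 experiments. In the Runx1 clones, 2 probesets of Runx1, a transcription factor required for definitive blood formation, rose with log2 fold changes of 1.13 (standard error 0.25, limma adjusted p = 0.0356) and 1.39 (standard error 0.31, limma adjusted p = 0.0375), and both were highest in clone 3 (1.94 and 2.40). A probeset of Rcan1, an inhibitor of the phosphatase calcineurin, was higher by 2.14 in the Dscr1-Rcan1 clones, with 1.70 to 2.66 in its 3 clones and a limma adjusted p of 0.486. The 3 probesets of the homeodomain factor Pknox1 were lower in the clones made to overexpress it, at −1.21, −1.47 and −1.45, with limma adjusted p of 0.771 or above, while Additional file 3 lists this gene as induced in each of its clones by q-PCR. Of the 50 probesets that match the 20 genes, the 2 named for Runx1 passed the test over all probesets. The other Runx1 probesets changed by −0.25, 0.01 and −0.11, and the other of Rcan1 by −0.04. In 5 experiments a transgene probeset was higher at an unadjusted p under 0.05. The transgenes hold coding sequences alone and those of ZFP295, DYRK1A and SNF1LK are human, so a probeset that lies in the untranslated end of a mouse transcript does not measure them.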

As a control, total RNA extracted from un-induced clones was also used. This procedure resulted in a total of 120 hybridization experiments (the whole set of results is available in the Gene Expression Omnibus database [GEO:GSE19836]).

In order to identify downstream transcriptional effects of the 20 overexpressed genes, microarray data were analyzed to detect differentially expressed genes (that is, in induced versus non-induced cells). We first normalized together both induced and non-induced hybridizations, and then detected differentially expressed genes using a Bayesian *t*-test method (Cyber-t) followed by FDR correction (threshold FDR < 5%). The overexpression of 7 out of 20 genes perturbed the mES transcriptome in a statistically significant manner: we will refer to these seven genes as the 'effective' genes, as opposed to the other 13, 'silent' genes. 

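Overexpression of Erg, an ETS factor of endothelial and blood cells, gave the largest count in limma, 5405 probesets with 2574 higher and 2831 lower after induction. Runx1 changed 3667 (1931 higher and 1736 lower), a larger share of its smaller array (16.2% against 12.0% for Erg), and Aire, which drives expression of tissue-restricted antigens in the thymus, 1772 (1104 higher and 668 lower). Olig2, a basic helix-loop-helix factor of motor neuron and oligodendrocyte progenitors, changed 795 probesets, and Sim2, a bHLH-PAS factor of neural development, changed 412, against 0 in the crossed pairing that the order in Additional file 12 would give, whose arrays correlate less (r of −0.518 and 0.098) than those of the same number (0.399 and 0.374). Fewer changed for Pdxk, the kinase that makes active vitamin B6 (119), and for Nrip1, a corepressor of nuclear receptors (61). Among the 13 silent genes, the kinase gene Ripk4 changed 8, the kinase gene Hunk 3 and the BTB repressor Bach1 1, and the other 10 changed 0 in limma. Those 10 held 1011 (Dscr1-Rcan1) to 6655 (DYRK1A) probesets at an unadjusted p under 0.05. Chance alone gives a share of about 0.05 of the 45101 probesets. DYRK1A and Gabpa (5196) clearly exceed that share, while the rest hold 2427 (Pfkl) at most. A regularized test of the Cyber-t kind called 101 for Gabpa, 11 for DYRK1A, 1 for Dscr1-Rcan1 and 0 for the other 7. Fits without the clone as a block left 5 probesets for Aire, 79 for Olig2, 47 for Sim2 and 0 for Pdxk and Nrip1, against 3860 for Erg and 3119 for Runx1. Leaving out clone 3 left 110 for Aire, 1 for Pdxk and 0 for Nrip1, leaving out clone 1 left 28 for Olig2, and leaving out clone 2 left 0 for Sim2 but gave 4995 for Pdxk and 1959 for Gabpa. The same fits gave 2408 to 4911 for Erg and 2156 to 2808 for Runx1, so the order of the counts turns on a clone: without clone 3 Runx1 (2808) exceeds Erg (2408), and without clone 2 Pdxk (4995) exceeds Erg (4911).

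**Figure D1:**
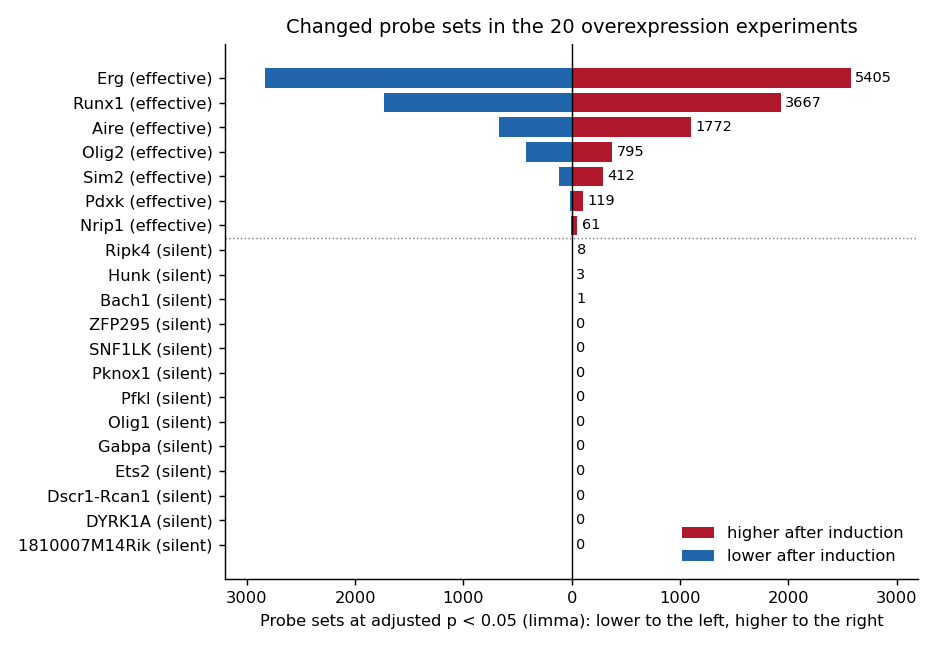
Probesets higher (right) and lower (left) after induction at a limma adjusted p under 0.05, as numbers of probesets for each of the 20 overexpressed genes. Totals run from 5405 for Erg to 61 for Nrip1 among the effective genes, and from 8 for Ripk4 to 0 among the silent ones.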

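In the Runx1 clones the largest rises were those of Krt79, a keratin of epithelial ducts (log2 5.47, limma adjusted p = 8.94e-05), and Cidea, a protein of lipid droplets (4.44, limma adjusted p = 8.42e-05). Hs6st2, which sulfates heparan chains, rose by 3.50, and Mal2, a protein of apical transport, by 3.18. Mal2 started from 3.17, under the lower quartile of the uninduced Runx1 arrays (5.03 to 5.07), so the size of its rise is uncertain. Npnt, a ligand of integrin alpha8, rose by 2.92 and Prtn3, the neutrophil protease proteinase 3, by 2.81. Among the genes that fell were Inhbb, a subunit of activin B (−3.11), the growth factor genes Pdgfc (−3.01) and Vegfc (−3.00), the homeobox gene Gbx2 (−3.01), and Myc (−2.64, limma adjusted p = 8.94e-05). Erg induction raised Igfbp4, a binding protein of insulin-like growth factors, by 5.20 (limma adjusted p = 6.83e-05), with 4.18 in clone 2 against 5.87 and 5.55 in the others. It also raised Sox18, a factor of endothelial and lymphatic development (4.06, limma adjusted p = 4.03e-06), Arhgef15, an endothelial exchange factor for RhoA (3.48), F5, coagulation factor V (3.04), and Lmo2, a bridging factor of blood stem cells (2.99). It lowered Egr1, an immediate early gene of ERK signaling (−2.09), the tight junction receptor Cxadr (−2.06), the pluripotency regulator Nr0b1 (−2.03) and the desmosomal Dsp (−1.92). Dmkn, a secreted protein of the epidermis, rose in both experiments (2.79 with Runx1, 4.00 with Erg), and 10 genes per direction were named by the size of the change among the probesets that passed.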

In Additional files 6, 7, 8, 9, 10, 11 and 12, we report complete lists of differentially expressed genes following the overexpression of each of the effective genes.

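Nrip1 induction raised Prom1, which encodes the surface marker CD133 (log2 2.25, limma adjusted p = 0.0059), the cyclin gene Ccnd2 (2.33), the imprinted inhibitor Cdkn1c (2.09), Crabp2, a carrier of retinoic acid (2.06), and the factors Sox11 (2.01), Wt1 (1.94) and Sox3 (1.92). It lowered Rapgef3, an exchange factor activated by cAMP (−1.51), the RNA-binding Rbm47 (−1.48) and Stra8, a gene of meiotic entry (−1.05). Olig2 raised Nt5e, the ectonucleotidase CD73 (2.37, limma adjusted p = 0.000713), the C/EBP factor Cebpd (1.51), the trophoblast factor Ascl2 (1.38) and the kinase gene Pim2 (1.32), and lowered the transporter Slco4a1 (−2.37) and 2 enzymes of gluconeogenesis, Fbp1 (−1.68) and Pcx (−1.43), in arrays named after 3 clones of which Additional file 3 lists 2 under Olig1. After Pdxk induction the genes that rose include Egln3, an oxygen-sensing prolyl hydroxylase (2.37, limma adjusted p = 0.0157), Bnip3, a mitophagy receptor (1.86), Aldoc, an aldolase (1.75), and Adm, the vasodilator adrenomedullin (1.53), with smaller rises in clone 2 (1.60, 0.98, 0.81 and 1.15), and of the 119 probesets changed in these clones 118 had the same direction with Ripk4 and 114 with Sim2. It lowered the neutral endopeptidase Mme (−1.15) and Htra1, a secreted protease (−1.04). Aire raised the Nodal antagonists Lefty1 (1.81, limma adjusted p = 0.00325) and Lefty2 (1.10) and the glutathione transferase Mgst1 (1.70), and lowered Skor1, a SKI-family corepressor (−2.13), Egr1 (−2.11), Pkdcc, a secreted kinase (−1.49), and the Polycomb gene Bmi1 (−0.97). Sim2 raised Rab3il1, an exchange factor of Rab3 (2.07, limma adjusted p = 0.0299), and Dner, a neuronal Notch ligand (1.90). Dner started from 2.84, under the lower quartile of the uninduced Sim2 arrays (3.94 to 4.05), so the size of its rise is uncertain. Sim2 also raised Map2, a microtubule protein of dendrites (1.75), Pdgfrb, the PDGF receptor of mural cells (1.74), and Insr, the insulin receptor (1.50). It lowered the RNA-binding Syncrip (−1.54), the chaperone gene Dnaja1 (−1.17) and the neurofilament gene Nefl (−1.17). Without the clone as a block 303 of the 700 named values compared lost the call. Their signs could not change, since leaving out the block keeps the fitted difference.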

The effective genes consisted of six transcription factors (*Runx1*, *Erg*, *Nrip1*, *Sim2*, *Olig2 *and *Aire*) and one kinase (*Pdxk*). 

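In the Nrip1 clones the genes chosen for q-PCR include the interferon-induced GTPases Gbp1 (log2 4.10), Gbp2 (3.75) and Irgm (2.69). Their limma adjusted p lies between 0.0530 and 0.0550. Gbp1 (3.45) and Gbp2 (2.97) started under the lower quartile of the uninduced Nrip1 arrays (3.50 to 3.53), so the sizes of their rises are uncertain. Of the 10 genes of this experiment, Lbxcor1, now called Skor1, passed the test at a limma adjusted p of 0.0349. The lowered genes Slc47a1, a cation exporter (−1.92), and Manba, a lysosomal mannosidase (−1.70), had limma adjusted p of 0.122 and 0.126. Each of the 10 changed most in clone 2, such as Gbp1 with 6.01 (3.11 and 3.20 in the others) and Manba with −2.86 (−0.97 and −1.27). In the Pdxk clones 4 of 8 passed, while Ndufa4l2, a hypoxia-induced protein of complex I (2.37), Bhlhb2, a clock repressor (1.84), Chac1, which degrades glutathione (−1.22), and the titin gene Ttn (−1.26) had limma adjusted p of 0.0551, 0.0765, 0.0641 and 0.0835. All genes listed for Aire (10), Erg (9), Olig2 (9), Runx1 (10) and Sim2 (10) passed. Over the 7 effective genes, 66 of 66 listed genes moved in the direction of the paper's array ratio and 53 passed, of which 31 do so without the clone as a block. The paper's q-PCR ratios have the direction of its array ratios for 64 of the 66, if a positive ratio under 1 counts as a fall. The exceptions are 1.4 for Myo1f with Erg (array ratio −4.31) and 0.89 for Cebpd with Olig2 (array ratio 2.86). By its sign alone the value of Cebpd has the array's direction. Syncrip with Sim2 (−0.45), also under 1 in size, was counted by its sign. The genes were chosen by the study from these same arrays, so the match is not independent evidence.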

Differential expression was also validated by q-PCR, selecting a subset of the most up-regulated and down-regulated genes (Additional file 13). In order to identify possible biological processes in which the effective genes are involved, we performed a Gene Ontology (GO) enrichment analysis on the lists of differentially expressed genes. We used the DAVID online tool [21-23], restricting the output to biological process terms of levels 4 and 5, with a significance threshold of FDR < 5% and fold enrichment ≥ 1.5%. 

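Erg induction raised genes of the endothelium: 20 of the 35 genes of the endothelium list rose and 3 fell (21 and 3 adjusted over the list alone), among them Ramp2, a subunit of the adrenomedullin receptor (log2 2.72), the receptor genes Tie1 (2.59) and Robo4 (2.39), and, on the lower side, Notch4 (−1.67). The list as a group was higher by 0.83 (camera adjusted p = 3.44e-10; adjusted p = 0.848 with an estimated correlation). In the same clones 8 of the 25 genes of the actin cytoskeleton list, for migration, rose and 1 fell (11 and 2 adjusted over the list alone), such as Anxa3 (1.35) and vimentin, Vim (0.68), against Krt8 (−1.14), with a camera adjusted p of 0.0111 (adjusted p = 0.848 with an estimated correlation). Runx1 moved the endothelium list the other way, with 11 genes lower and 3 higher (13 and 3 adjusted over the list alone), including the junction gene Esam (−1.68), and a camera adjusted p of 0.0122 (adjusted p = 0.848 with an estimated correlation). Of 26 inhibitors of the cell cycle, 12 rose with Runx1 and 2 fell (15 and 3 adjusted over the list alone), with Cdkn1a, which encodes p21, at 0.93 and Tob1 at 0.80 against Gadd45a at −1.58 (camera adjusted p = 0.000737; adjusted p = 0.848 with an estimated correlation). The haematopoietic list did not shift with Runx1 (camera adjusted p = 0.738; adjusted p = 0.952 with an estimated correlation), although 4 of its 31 genes rose and 5 fell (4 and 5 adjusted over the list alone), such as Fcer1g, a signaling chain of Fc receptors (2.67), and Laptm5 (−1.15). Camera tests a shift of a list in 1 direction. The paper's GO terms were tested on its lists of differentially expressed genes, with other gene sets. A list without a shift, here or below, is therefore no test of those terms. With Aire the inhibitors of the cell cycle rose as well, 11 of 26 with 1 lower (16 and 1 adjusted over the list alone), led by the retinoblastoma gene Rb1 (0.88) and Ccng2 (0.87), at a camera adjusted p of 2.18e-08 (adjusted p = 0.848 with an estimated correlation). This rise is not particular to Runx1 and Aire, since the list passed as higher in 5 effective and 4 silent experiments (0 with an estimated correlation) and was higher than all genes in 7 of 7 and 11 of 13. The mitosis list in the same clones was higher by 0.13 with 0 of its 30 genes past the test (0 adjusted over the list alone; camera adjusted p = 0.000273, and adjusted p = 0.848 with an estimated correlation).

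With Pdxk the amino acid response list was lower and the glycolysis list higher, as in other experiments: the amino acid list passed as lower in 6 effective and 6 silent experiments and as higher in 1 silent experiment (DYRK1A), and glycolysis as higher in 6 and 6, with 0 calls left at an estimated correlation. Of 33 genes of the amino acid response list 1 fell, the stress factor Atf3 (−0.84), and 26 fell adjusted over the list alone, for a mean of −0.49 (camera adjusted p = 1.73e-19; adjusted p = 0.848 with an estimated correlation). Of 21 genes of glycolysis 4 rose (16, with 1 lower, adjusted over the list alone), among them Pfkfb3, which makes the activator of phosphofructokinase (1.30), and the glucose transporter Slc2a1 (0.84), at a camera adjusted p of 8.64e-12 (adjusted p = 0.848 with an estimated correlation). With Nrip1 the muscle list (0 genes past the test, 3 higher and 1 lower adjusted over the list alone) and the neural list (1 gene, 3 higher and 2 lower adjusted over the list alone) had camera adjusted p of 0.311 and 0.519 (adjusted p = 0.848 with an estimated correlation for each). Olig2 raised 3 of the 18 genes of the trophectoderm list (5 adjusted over the list alone), of which Tfap2c (0.82) marks trophoblast stem cells, and the list had a camera adjusted p of 0.182 (adjusted p = 0.848 with an estimated correlation). The lists of DNA replication and mitosis did not shift with Olig2, with 0 genes past the test in each and camera adjusted p of 0.528 and 0.783 (adjusted p = 0.919 and 0.997 with an estimated correlation).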

In Table 1 we report the subsets of significant GO terms for six (*Runx1*, *Erg*, *Nrip1*, *Olig2*, *Pdxk *and *Aire***) **out of the seven effective genes that were in agreement with their known function, as suggested by evidence in the literature. 

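Runx1 and Erg lowered genes of the pluripotency list. With Runx1, 16 of its 23 genes fell and 2 rose (16 and 2 adjusted over the list alone), among them the Nodal coreceptor Tdgf1 (log2 −0.91), Fgf4 (−0.90) and Klf4 (−0.82), while Tfcp2l1 rose by 0.84 (camera adjusted p = 1.09e-05; adjusted p = 0.848 with an estimated correlation). Erg lowered 14 of 24 and raised 0 (14 and 1 adjusted over the list alone), including Prdm14 (−1.89) and Nanog (−1.13), at a camera adjusted p of 2.29e-06 (adjusted p = 0.848 with an estimated correlation). Targets of ERK signaling fell with Runx1, 13 of 20 with 2 higher (13 and 4 adjusted over the list alone), such as the phosphatase gene Dusp6 (−1.36), while Fosl1 rose by 1.00 (camera adjusted p = 0.000552; adjusted p = 0.848 with an estimated correlation). Genes of the response to hypoxia were higher in all 7 effective experiments by the mean of the list, and passed in 6 (all but Erg), and in 0 with an estimated correlation (adjusted p = 0.848 or above). This rise is not particular to the effective genes. The list passed as higher in 10 silent experiments too and was higher than all genes in 13 of 13. The Sim2 clones, with 8 genes higher (16 and 1 lower adjusted over the list alone), included Bhlhe40 (1.41) and Bnip3 (1.14), at a camera adjusted p of 3.18e-10 (adjusted p = 0.848 with an estimated correlation). The Olig2 clones, with 1 gene higher (16 adjusted over the list alone), had a camera adjusted p of 3.8e-10 (adjusted p = 0.848 with an estimated correlation). Interferon targets were higher with Nrip1 by a mean of 0.34, although of 34 genes the 1 past the test, the apoptosis gene Xaf1, fell (7 higher and 2 lower adjusted over the list alone), at a camera adjusted p of 0.014 (adjusted p = 0.848 with an estimated correlation) that turns 0.0662 without clone 2. The haematopoietic list with Erg had 6 genes higher and 1 lower (7 and 1 adjusted over the list alone), with Alox5ap (2.35) and Gata2 (1.49) on the higher side, and a camera adjusted p of 0.0904 (adjusted p = 0.848 with an estimated correlation), and it passed with Olig2 alone (3 genes higher, 7 adjusted over the list alone; camera adjusted p = 0.0484, and adjusted p = 0.848 with an estimated correlation). Over the 23 lists and 20 experiments 95 of 460 tests passed, 46 of them in the effective experiments. With an estimated correlation 0 did, and 11 had an unadjusted p under 0.05. The residuals are too few for that version to decide over 460 tests.

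Proliferation genes stayed near their level with Runx1: of the mitosis list 2 genes rose, such as Mki67 (0.36) (2 adjusted over the list alone), and of DNA replication 1 rose and 1 fell (0 adjusted over the list alone), with camera adjusted p of 0.445 and 0.595 (adjusted p = 0.877 and 0.914 with an estimated correlation). DNA replication did not shift with Aire either (0 genes past the test, 0 adjusted over the list alone; camera adjusted p = 0.265, and adjusted p = 0.848 with an estimated correlation). Of 15 tissue-restricted antigens, whose thymic expression Aire controls, 1 fell, the granin gene Chga (−0.35; 1 adjusted over the list alone), at a camera adjusted p of 0.264 (adjusted p = 0.848 with an estimated correlation). Erg raised 2 genes of the primitive streak and mesoderm list, Snai1 (1.55) and the VEGF receptor Kdr (1.48) (2 adjusted over the list alone), at a camera adjusted p of 0.302 (adjusted p = 0.848 with an estimated correlation). With Olig2 the neural list (1 gene higher and 1 lower, 4 and 2 adjusted over the list alone) and the inhibitors of the cell cycle (0 genes, 0 adjusted over the list alone) had camera adjusted p of 0.482 and 0.437 (adjusted p = 0.848 with an estimated correlation for each).

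**Figure D2:**
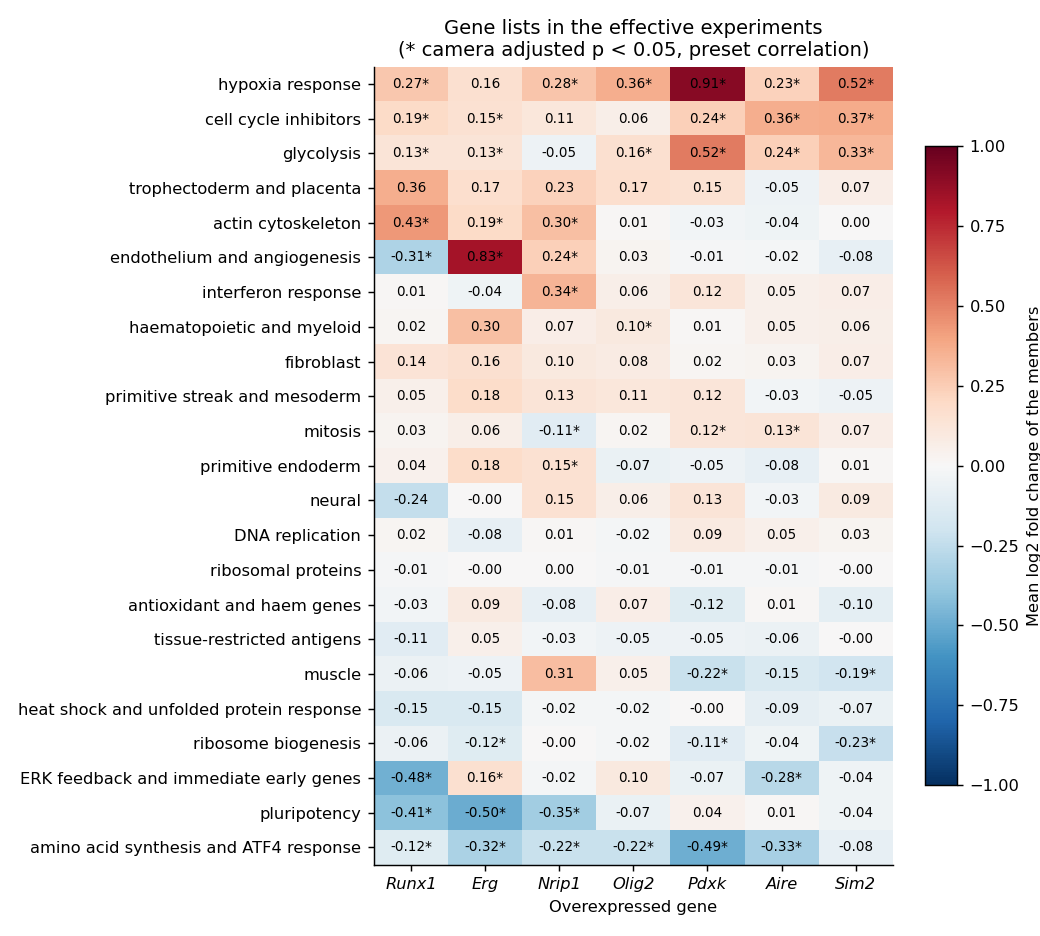
Mean log2 fold change of the members of 23 gene lists (vertical axis) after induction of each of the 7 effective genes (horizontal axis), with an asterisk at a camera adjusted p under 0.05. The asterisks use the preset correlation. With an estimated correlation, which has too few residuals to decide, 0 of these tests passed. Means run as high as 0.91 for the hypoxia list with Pdxk.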

A complete list of all significantly enriched GO terms for the seven effective genes is reported in Additional file 14.

**Table 1:** Gene Ontology enrichment analysis for six out of seven effective genes whose overexpression perturbed the mES transcriptome in a statistically significant manner

Gene	Gene Ontology term	FDR	Fold enrichment	Reference
*Runx1*	Negative regulation of progression through cell cycle	2.8	1.5	[60,61]
	Positive regulation of cell proliferation	0.5	1.5	[60,61]
	Vasculature development	0.1	1.5	[62,63]
	Blood vessel development	0.2	1.5	[62,63]
	Blood vessel morphogenesis	0.1	1.6	[62,63]
	Angiogenesis	0.1	1.6	[62,63]
	Regulation of myeloid cell differentiation	0.8	2.1	[63]
	Skeletal development	0.2	1.5	[64]
	Skeletal morphogenesis	1.7	2.5	[64]
	Regulation of cell differentiation	0.0	1.7	[65]
				
*Erg*	Anatomical structure formation	0.2	1.5	[66]
	Angiogenesis	0.0	1.6	[67,68]
	Regulation of cell differentiation	0.8	1.5	[67,68]
	Cell growth	2.3	1.5	[67,68]
	Regulation of cell migration	1.3	1.8	[67,68]
	Negative regulation of transcription, DNA-dependent	0.5	1.5	[68]
				
*Nrip1*	Muscle cell differentiation	2.0	4.3	[69]
	Nervous system development	0,1	2.0	[70]
	Negative regulation of transcription, DNA-dependent	3.6	2.6	[71]
				
*Olig2*	Organ morphogenesis	0.5	1.6	[72,73]
	Placenta development	1.3	4.3	[74]
	Negative regulation of progression through cell cycle	3.6	2.1	[75]
				
*Pdxk*	Cellular macromolecule catabolic process	2.0	2.7	[76,77]
	Cellular carbohydrate metabolic process	0.0	4.1	[76,77]
	Amino acid biosynthetic process	0.6	7.3	[78]
				
*Aire*	Cell morphogenesis	0.0	1.6	[79]
	Regulation of progression through cell cycle	0.0	1.7	[79]
	Regulation of cell differentiation	0.4	1.9	[79]
	Cell migration	4.0	1.5	[80]

Perturbation of the mES transcriptome was as assessed by microarray analysis. GO analysis was performed on the list of differentially expressed genes using the DAVID tool, restricting the output to biological process terms of levels 4 and 5, with a significance threshold FDR < 5% and fold enrichment ≥ 1.5%. Supporting references confirming GO analysis are reported in the 'References' column.

### High basal expression level of HSA21 genes in mES cells correlates with a lack of transcriptional response following their overexpression

A possible explanation for the lack of a strong transcriptional response following the overexpression of the silent genes could be that they failed in their disturbance of mES cell homeostasis because of a rapid degradation of the synthesized protein. To test this hypothesis, we grew three clones for each effective and for each silent gene in medium deprived of Tc for 24 hours or 48 hours to induce the expression of their protein products. Our expression construct contains the epitope 3xFLAG at the carboxyl terminus of each gene, which allows the detection of the expression of each corresponding protein product by western blotting. A significant protein band was visible on the western blot for all the genes tested, thus leading us to reject this hypothesis.

An alternative hypothesis is that these genes have a high basal expression level in mES cells, and therefore their overexpression will result in only a weak effect on the mES transcriptome. In order to verify this hypothesis, we estimated, using all the 120 microarray experiments, the average expression level of each gene, and its corresponding standard deviation. We reasoned that, due to the large number of arrays, the average expression level for each gene can be considered as a reliable estimate of its basal level of expression in mES cell. In Additional file 15 and in Figure 3a we rank HSA21 genes according to their average expression level, from the most to the least expressed. We highlight in red the 13 silent genes and in blue the 7 effective genes. It is evident that the effective genes show a different distribution from the silent genes: the silent genes tend to be highly endogenously expressed in mES cells, whereas the effective genes tend to be expressed at lower levels. 

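The level of the endogenous gene differs between the groups in part. Among the most expressed of the 20 are the silent Gabpa, an ETS factor of nuclear respiratory genes (mean log2 value 9.73), Pfkl, the liver phosphofructokinase (8.88), and Hunk (8.51), and among the least expressed are the effective Olig2 (2.70), Sim2 (3.50), Erg (4.51) and Runx1 (4.59). The order is not without exceptions, since the effective Aire (8.25) and Pdxk (7.77) rank 4 and 6, and the silent Olig1 (4.74) and SNF1LK (4.64) rank 15 and 16. The 13 silent genes averaged 7.07 (standard deviation 1.52) and the 7 effective genes 5.24 (standard deviation 2.08), a difference of 1.83 with an exact p of 0.0369 over all 77520 ways to choose 7 genes. With the probeset of highest level in place of the mean over probesets the difference was 2.43 (exact p = 0.00799), and without the genes with human coding sequences 2.05 (exact p = 0.0325). Olig2 and Sim2 lie under the mean lower quartile of the arrays (3.77), near the floor of the signal, where the size of a difference has little meaning. With levels raised to that quartile the difference was 1.69 (exact p = 0.0347), and with levels raised to the mean median of the arrays (5.18), under which 4 effective and 2 silent genes lie, 1.22 (exact p = 0.0567). The levels were averaged over arrays that were normalized separately by experiment, and a probeset value also depends on how well its probes bind. The paper rejects rapid degradation of the silent proteins, since all those tested gave a band on the western blot, and it tests the other hypothesis that a high basal level of these genes leaves only a weak effect of overexpression, for which it states support from the ranks and a gene set enrichment analysis.

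**Figure D3:**
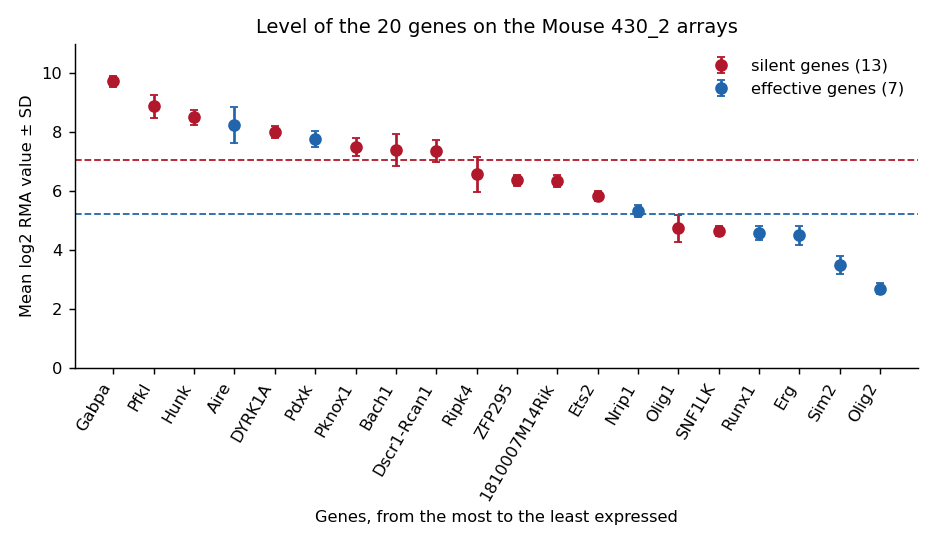
Mean log2 RMA value and its standard deviation over the Mouse 430_2 arrays (vertical axis) for the 20 genes from the most to the least expressed. Dashed lines give the averages of the silent genes (7.07) and of the effective genes (5.24).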

A gene set enrichment analysis (GSEA) [24] was performed to compute the significance of this different distribution (see Materials and methods); this produced a significant enrichment score of 0.402 (FDR q-value = 0). This observation supports the hypothesis that the lack of a strong transcriptional response following the overexpression of some of the HSA21 genes is due to a high basal expression level of these genes.

**Figure 3:**
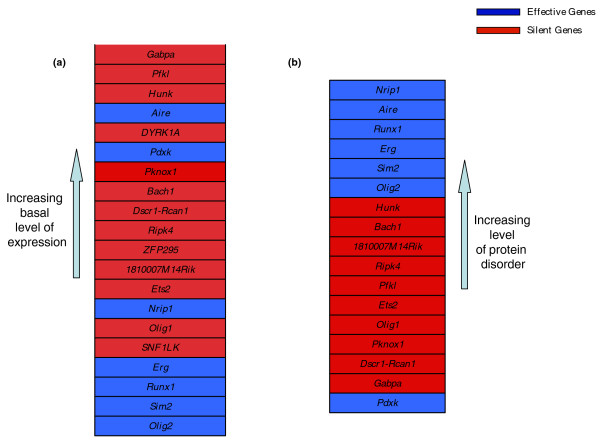
**The basal expression level and dosage sensitivity of HSA21 genes in mES cells**. The effective genes are highlighted in blue, and the silent genes in red. **(a) **Selected HSA21 genes sorted according to their average expression level in mES cells, from the most (gene rank = 1) to the least expressed. **(b) **Selected HSA21 genes sorted according to the total length of the 'disordered' region of the encoded protein (measured with the GlobPlot tool).

### Dosage sensitivity of HSA21 genes in mES cells

We further investigated the cause of the lack of a strong transcriptional response in the silent gene set in order to predict which genes are most sensitive to dosage. A recent study has shown a strong correlation between the sensitivity to increased dosage of a gene and the degree of a certain property of the encoded protein, called intrinsic disorder [25]. The protein disorder is defined as the total number of amino acids included in unstructured regions of the protein. These regions usually contain short sequence motifs (such as localization signals, or nuclear import/export signal), leading to a higher sensitivity to protein dosage [25]. We thus measured protein disorder for both silent and effective genes, excluding the clones in which the human coding sequences were introduced (*ZFP295*, *DYRK1A*, *SNF1LK*) from this analysis because of the possible confounding effect represented by their non-murine origin. In Figure 3b, the silent and effective genes are clearly segregated according to their average level of protein disorder (separation of means verified with *t*-test, *P*-value = 0.043). The segregation is almost perfect (with a threshold value for the protein disorder equal to 180) with the only exception being *Pdxk*, which is an effective gene despite its low disorder value of 26. We attribute this anomaly to the fact that *Pdxk *is a kinase (the only one in the effective gene list), and its function might place it at the crossroads of a number of crucial pathways.

### Comparison with the transcriptional response of the transchromosomic Tc1 mouse line

To demonstrate the potential value of our cell bank in elucidating the transcriptional changes underlying trisomy 21, we compared the output of our overexpression experiments with the transcriptional profile obtained on the 'transchromosomic' Tc1 mouse line [26]. The Tc1 ES cells carry an extra copy of HSA21 and they represent a reference model of trisomy 21 for which publicly accessible transcriptional data in ES cells are available, enabling a direct comparison with our cell bank overexpression experiments. As reported in [26] the Tc1 line is missing some portions of HSA21; however, we verified that all of our 'effective' genes were included, based on the published chromosome map. We have verified that the seven 'effective' genes are all included in the extra chromosome present in the Tc1 line.

Figure 4 shows a scatter plot of the differential expression values following the overexpression of the cell bank genes compared to the differential expression values of genes in the Tc1 ES cell line. We included in this analysis all of the genes that were significantly differentially expressed in both Tc1 and at least one of the seven 'effective' cell bank overexpression experiments. Of all the points in the graph, the ones with the same sign coordinates (both positive or both negative *x*, *y *values) represent genes whose transcriptional up- or down-regulation, observed in at least one of the overexpression experiments, is concordant with the transcriptional changes in the Tc1 cells versus control. 

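Genes that moved the same way in the Tc1 cells and in the cell bank include the basement membrane collagens Col4a1 (log2 1.53 with Erg) and Col4a2 (1.52 with Erg), the matricellular Cyr61 (2.37 with Erg) and Ctgf (1.20 with Nrip1), and Pthr1, the parathyroid hormone receptor (2.51 with Runx1). Others moved in opposite ways, such as Lama1, a laminin chain of basement membranes, which fell with Erg (−1.49) and is higher in Tc1, and the secreted inhibitor Spink3, which fell with Runx1 (−2.35). Over the 6 effective experiments with listed genes, 208 of 288 pairs of a probeset and an experiment had the same sign (72.2%), and 121 of 165 distinct probesets did when the largest change of each was kept. Of the 288 listed values 222 passed the limma test here. Because Tc1 is higher in 260 of the 288, a same-sign count depends on how many values are positive on each side, and re-pairing the Tc1 values at random within each experiment gave 181.8 on average (permutation p = 1e-05, the smallest possible with 100000 re-pairings).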

A statistically significant 125 out of a total of 168 points fall in same-sign quadrants (*P *< 1e-6). We also separately compared each of the seven overexpression experiments with Tc1 ES cells (Additional file 16); five out of seven effective genes had a statistically significant number of genes with same sign fold-change as in Tc1 cells (*Runx1*, *Erg*, *Nrip1*, *Sim2*, *Aire*; Additional file 17). These observations suggest that the transcriptional features of trisomic Tc1 cells can be partially explained as an additive effect of single gene overexpression, thus highlighting the usefulness of our cell bank in elucidating DS.

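In the Erg and Runx1 experiments the same-sign genes exceed re-pairing. With Erg 58 of 85 probesets had the sign of Tc1, where re-pairing gave 44.8 (permutation p = 0.00016), and with Runx1 73 of 109, where it gave 62.4 (permutation p = 0.00021). Nrip1 had 18 of 21 against 15.1 (permutation p = 0.0776), while Aire had 35 of 44 against 35.4, Sim2 17 of 20 against 17.0 and Pdxk 7 of 9 against 7.0. In the Sim2 experiment all 20 Tc1 values and in the Aire experiment 43 of 44 are positive, among them B2m, the light chain of MHC class I (0.83 with Sim2 and 0.74 with Aire), and the neurogenic factor Neurod1 (1.40 and 0.64), so the fitted signs alone set the count there, as with Pdxk (9 of 9 positive), and re-pairing cannot test it. The Tc1 values are those printed by the study, and each list holds genes already significant in both systems. From the shared directions the paper proposes that the response of Tc1 cells contains the effects of single genes added together.

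**Figure D4:**
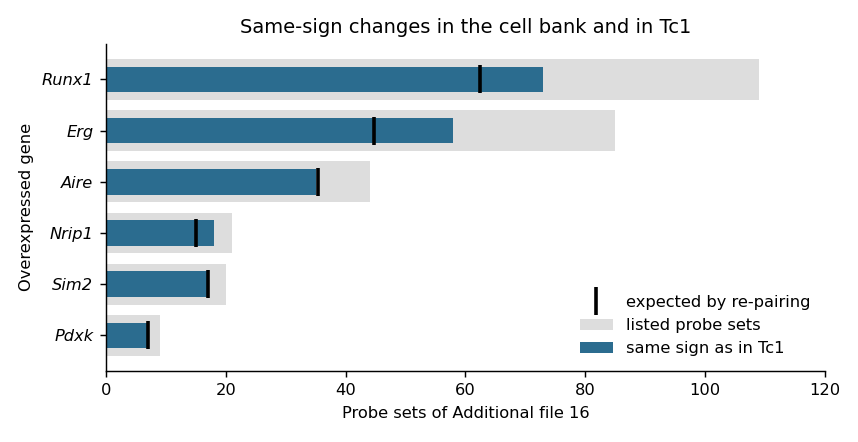
Listed probesets (grey), probesets with the sign of Tc1 (blue) and the mean over random re-pairings (black line), as numbers of probesets on the horizontal axis for each of 6 effective genes. Erg had 58 against 44.8 and Runx1 73 against 62.4.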

**Figure 4:**
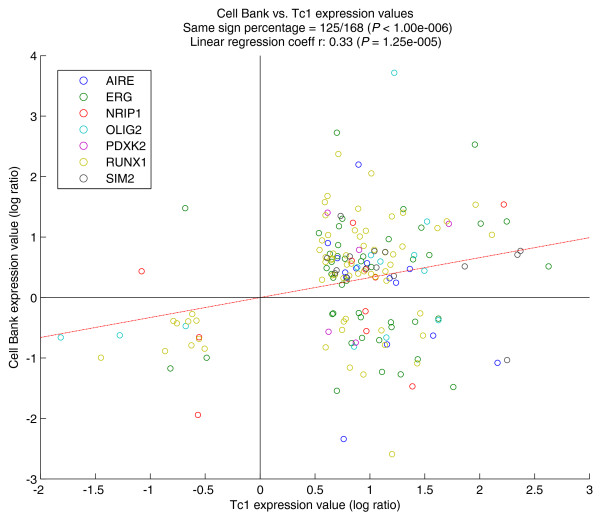
**Comparison of differentially expressed genes following single gene over-expression in our cell bank mouse ES cell lines versus transchromosomic Tc1 mouse ES cell lines**. The colors indicate the overexpression experiment in which the expression value was found to be significant; for genes whose expression was significant in more than one overexpression experiment, only the one with the largest absolute value was considered. A total of 168 points are in the graph, of which 125 fall in same-sign quadrants. The regression line was forced to pass through the origin in order to highlight the general trend with respect to zero.

### Refined analysis of the transcriptional response to the overexpression of silent genes

We verified the possibility to also detect differentially expressed genes in those experiments involving the overexpression of silent genes by using a more sensitive statistical method than the standard *t*-test approach. The method we selected was Bayesian analysis of variance for microarrays [27-29], a Bayesian spike and slab hierarchical model, as implemented in the BAMarray tool (BAMarray 3.0) [27]. Using this procedure, transcriptional changes were detected in all silent gene overexpression experiments, despite the low fold change of differentially expressed genes, which therefore could include more false positives than the standard *t*-test.

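Changes past the limma threshold in the silent experiments touch few genes. The clones of Ripk4, an activator of epidermal differentiation, had higher Tfrc, the transferrin receptor (log2 1.37, limma adjusted p = 0.0289), Ndrg1, a hypoxia-induced gene (1.20, limma adjusted p = 0.035), and Ier3, an immediate early gene (1.16, limma adjusted p = 0.0287). Without clone 1 or clone 3 of Ripk4 0 probesets passed. Hunk raised Lefty1 (1.09, limma adjusted p = 0.0432) and lowered Skor1 (−1.37, limma adjusted p = 0.0151), the directions these genes took with Aire. The adjusted p of Lefty1 in limma is above 0.05 without the clone as a block (0.186), without the dimmer probesets (0.0852), after a second quantile normalization (0.0616), in 1 fit over all arrays (0.161) and without clone 1 (0.23), and that of Skor1 without the block (0.251). A fit of the response shared by the 13 silent experiments called 207 probesets, 143 higher and 64 lower, with Pfkfb3 (0.41, limma adjusted p = 0.00174), Ankrd37, a target of HIF-1 (0.36, limma adjusted p = 0.0122), and Ascl2 (0.37, limma adjusted p = 1.43e-06) higher in all 13. Egr1 (−0.19, limma adjusted p = 0.0018) and the stress factor Atf4 (−0.14) were lower. Taking the experiment instead of the clone as the unit left 2 of the 207, with limma adjusted p of 0.018 for Ascl2, 0.057 for Pfkfb3, 0.159 for Ankrd37, 0.57 for Egr1 and 0.592 for Atf4, and the samples at 24 hours alone gave 34. Ier3 (0.35, limma adjusted p = 0.0199, and 0.204 with the experiment as the unit) was higher in all 13 too. Another probeset of Ndrg1 (0.28, limma adjusted p = 1.43e-05, and 0.412) was higher in 12. The direction of these 2 genes is thus not particular to Ripk4. Changes of a log2 of 1 in arrays simulated from these experiments were found in 97% or more of the probesets, while those of 0.5 were found in 7.5 to 97%, so the counts of 0 leave room for small responses. The simulated changes were made in 200 probesets at once, and changes of few genes can be missed at a larger size, as the Rcan1 and Pknox1 values above show.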

In order to identify possible biological processes in which the silent genes are involved, we performed the GO enrichment analysis on the list of newly identified differentially expressed genes. In Additional file 18 we report all the significantly enriched GO terms for 11 out of 13 silent genes (for the remaining two silent genes, *Ets2 *and *1810007M14Rik*, no significant GO terms were found). 

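Bach1 represses genes of the antioxidant response by binding their Maf recognition elements, and in the Bach1 clones 1 gene of this kind passed the test. Gpx2, a glutathione peroxidase, fell (log2 −1.62, with −1.48 to −1.71 in the 3 clones; limma adjusted p = 0.0248), a call lost without the clone as a block (limma adjusted p = 0.698), without the dimmer probesets (0.0801) and without clone 3 (0.778). Of the 14 genes of the antioxidant list 0 passed over all probesets and 7 fell adjusted over the list alone, including Hmox1, heme oxygenase (−1.76), Nqo1, a quinone reductase (−1.01), the malic enzyme Me1 (−0.82), Srxn1 (−0.53) and Gclc, the enzyme that limits glutathione synthesis (−0.49). The list as a group was lower by 0.47 (camera adjusted p = 9.37e-12; adjusted p = 0.848 with an estimated correlation), and no other experiment lowered it as far, the next being Pdxk with a shift of −0.14. In the other 12 silent experiments the list was lower than all genes in 10, by a mean of 0.048 (exact p = 0.0117), and without Hmox1, which fell by 3.66 in 1 clone each of Pknox1 and 1810007M14Rik, in 9 (mean shift −0.027, exact p = 0.0669). In the Dscr1-Rcan1 clones 0 genes of the amino acid response list passed and 4 fell adjusted over the list alone, at a camera adjusted p of 2.65e-17 (adjusted p = 0.848 with an estimated correlation). With DYRK1A the same list went up, with 0 genes past the test and 6 adjusted over the list alone (camera adjusted p = 3.87e-05; adjusted p = 0.848 with an estimated correlation). The mitosis list was higher by 0.07 with Gabpa, with 0 of 30 genes past the test (camera adjusted p = 0.0202; adjusted p = 0.854 with an estimated correlation), and the hypoxia list by 0.12 with SNF1LK, with 0 genes past the test and 1 adjusted over the list alone (camera adjusted p = 2.94e-07; adjusted p = 0.848 with an estimated correlation).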

In Additional file 19 we report the subset of significant GO terms for 5 (*Bach1*, *Dscr1-Rcan1*, *DYRK1A*, *Gabpa *and *SNF1LK*) out of 13 silent genes, which are in agreement with the known functions of these genes, as determined by evaluation of the literature.

### Proteome analysis in mES cells overexpressing the *Runx1 *gene

In order to assess whether the overexpression of single genes in mES causes changes in the proteome comparable to those detected by microarray hybridization experiments, we performed a full proteomic analysis following overexpression of the transcription factor *Runx1*. This involved high resolution large-gel two-dimensional electrophoresis (2DGE) followed by protein identification performed with database-assisted mass spectrometry. The peak of response at the proteomic level, as assessed by a pilot 2DGE assay on a single Runx1-overexpressing clone (E6), was observed at 48 hours after depletion of Tc, rather than at 24 hours as observed at the transcriptome level for this gene, suggesting a delayed effect due to the fact that protein synthesis occurs subsequent to that of mRNA. We therefore decided to perform the analysis on two Runx1-overexpressing clones (E6 and E7; Additional file 3) by comparing the 2DGE results obtained from the non-induced state (that is, cells grown in the presence of Tc) with those derived from cells grown in a medium deprived of Tc for 48 hours (in other words, cells overexpressing the protein Runx1). For each of the two Runx1-overexpressing clones, three technical replicates were then generated (see Materials and methods). Our 2DGE image data have now been submitted to the World-2DPAGE Repository of the ExPASy Proteomics Server [2DPAGE:0021] [30] for public access [31].

The induction of Runx1 changes the expression of at least 54 proteins (Additional file 20). Of these, 24 were consistently down-regulated while 30 were up-regulated after 48 hours of induction of the protein Runx1. The effect of Runx1 overexpression on the proteome was compared with the effect on the transcriptome, as detected by microarray.

In Table 2, we compare changes in protein levels 48 hours after induction of Runx1 to changes in mRNA levels 24 hours after induction of *Runx1*. 

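Most genes of Table 2 with a probeset moved at the transcript as their proteins did after Runx1 induction. Gsto1, a glutathione transferase of the omega class, had a fold change of 3.80 at the transcript (limma adjusted p = 0.00024), and Fabp3, the fatty acid binding protein of heart, 2.20 (limma adjusted p = 0.000637), and both proteins rose. The collagen chaperone Serpinh1 (log2 0.69), the actin-binding Cotl1 (0.61) and the ketone enzyme Bdh1 (0.32) rose as their proteins did, while Uchl1, a ubiquitin hydrolase (−0.65), the aminopeptidase Lap3 (−0.64), the initiation factor Eif1a (−0.44) and the pluripotency-associated Dppa4 (−0.42) fell with theirs. Of the 17 pairs, 14 had an annotated probeset on the Mouse 430A_2 array, and 11 of these had the direction of the protein, 10 of them past the limma test. Hspd1, the mitochondrial chaperonin, showed no change at the transcript (0.00, limma adjusted p = 0.994). Its level was 13.98 in both states, the highest of the 14 genes, and saturation of the probeset was not tested. The proteins were measured 48 hours and the transcripts 24 hours after Tc withdrawal, and 2 clones were used for the gels.

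**Figure D5:**
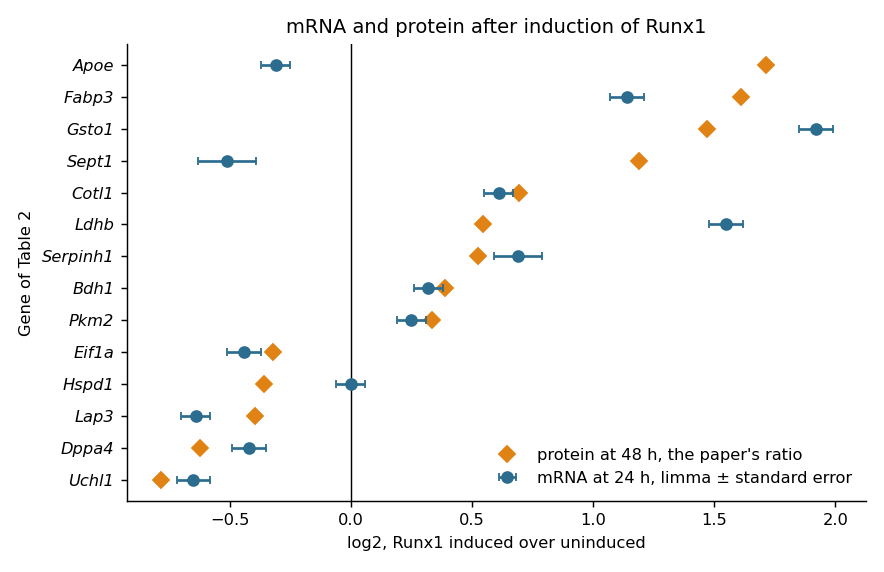
Log2 ratio of induced to uninduced (horizontal axis) of the transcript, with its standard error, and of the protein as printed in the paper, for 14 genes of Table 2. Gsto1 rose by 1.92 at the transcript, and Uchl1 fell by 0.65.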

There is a substantial overlap (15 out of 17 affected gene/protein pairs showing similar trends of expression variations) between microarray data and data obtained from the 2DGE assay: 6 out of 24 down-regulated proteins and 9 out of 31 up-regulated proteins displayed similar trends in the corresponding transcripts by microarray analysis. Only two gene/protein pairs, *apoE *and *Sept1*, showed opposite behavior in the protein versus microarray assays. Both proteins showed up-regulation, while their mRNA levels showed down-regulation, which suggests that the mRNAs of these two genes might be unstable, leading to longer half-lives of the proteins.

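Apoe, the apolipoprotein that carries lipids between cells, fell at the transcript by a log2 of 0.31 (limma adjusted p = 0.0272), and Sept1, a septin of the cortical cytoskeleton, by 0.51 (limma adjusted p = 0.0396). Both calls rest on small changes. As a possible reason for proteins that accumulate while their transcripts fall, the paper offers short-lived transcripts and long-lived proteins.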

**Table 2:** Correlation between differential protein expression by 2DGE (protein ratio) and differential gene expression by microarray (mRNA ratio)

Spot ID*	Gene	Protein name	Protein ratio 48 h/0 h*	mRNA ratio 24 h/0 h
3214	*Uchl1*	Ubiquitin carboxy-terminal hydrolase L1	0.58	0.63
662	*Dppa4*	Developmental pluripotency associated 4 isoform 1	0.65	0.75
3549	*Igf2bp2*	Insulin-like growth factor 2 mRNA-binding protein 2 (IGF-II mRNA-binding protein 2) (IMP-2)	0.65	1.39
2836	*Sipa1l1*	Signal-induced proliferation-associated 1-like protein 1	0.74	1.54
425	*Lap3*	Cytosol aminopeptidase (Leucine aminopeptidase) (LAP) (Leucyl aminopeptidase) (Leucine aminopeptidase 3) (Proline aminopeptidase)(Prolyl aminopeptidase)	0.76	0.72
2512	*Hspd1*	60 kDa heat shock protein, mitochondrial precursor (Hsp60) (60 kDa chaperonin) (CPN60) (Heat shock protein 60) (HSP-60) (Mitochondrial matrix protein P1) (HSP-65)	0.78	0.75
3410	*Eif1a*	Eukaryotic translation initiation factor 1A, Y-linked	0.8	0.76
403	*Pkm2*	Pyruvate kinase isozyme M2	1.26	3.05
935	*Bdh1*	D-beta-hydroxybutyrate dehydrogenase, mitochondrial precursor	1.31	1.53
645	*Serpinh1*	Serine (or cysteine) proteinase inhibitor, clade H, member 1	1.44	1.36
2920	*Ldhb*	Lactate dehydrogenase 2, B chain	1.46	0.64
3562	*Cotl1*	Coactosin-like 1	1.62	1.39
3653	*S100a11*	S100 calcium binding protein A11 (calizzarin)	1.89	1.18
3144	*Sept1*	Septin 1	2.28	0.71
1134	*Gsto1*	Glutathione S-transferase omega 1	2.77	3.73
3588	*Fabp3*	Fatty acid binding protein 3, muscle and heart	3.05	2.2
3078	*Apoe*	Apolipoprotein E	3.28	0.8

Only two gene/protein pairs, apoE and Sept1, showed bifurcated regulation in protein and microarray assays.

## Discussion

The mechanisms by which the presence of three copies of HSA21 result in the complex and variable phenotype observed in DS patients are a major focus of research. Recently, it has been shown that only some genes are likely to be dosage-sensitive [7,8]. There is a need for further experimental studies assessing the variability among samples, tissues and developmental stages [32]. To overcome the problem of transcriptome and proteome variability due to differences in the human population, mouse inter-strain variability, and tissue sampling and processing, we generated a cell bank of cultured mES cells. For years, the importance of mES cells to biology and medicine has been attributed both to their ability to proliferate for an indefinite period of time while still retaining their normal karyotype following extensive passaging in culture [33], and to their suitability as a model system for studying, *in vitro*, the molecular mechanisms that regulate lineage specification and differentiation [34].

Our work has produced the first resource for systematic overexpression of single HSA21 genes in mES cells using an inducible system. Our cell bank can be used to understand how much, and in what way, the dosage imbalance of specific HSA21 genes perturb the molecular pathways in ES cells, and eventually in DS. This strategy has the advantage of dramatically simplifying the investigation of single gene dosage effects, with the intrinsic limitation given by the impossibility to study two or more gene interactions. In addition to providing a mES cell bank for the overexpression of 32 distinct genes, we also developed a standardized approach for the generation of mES clones to be added to this cell bank. This opens the possibility of using this system to study other aneuploidy disorders in which the gene dosage imbalance seems to be the main cause of the disease, including the micro-aneuploidies recently described by assays based on comparative genomic hybridization arrays [35]. We are aware that the massive overexpression of the transgene may not fully reproduce the downstream effects on the cell transcriptome caused by the 3:2 dosage imbalance of trisomy 21 [36]. However, we reasoned that most of the downstream transcriptome effects may be shared by both experimental conditions, and at least some of the subtle transcriptome alterations present in trisomy 21 may become much more evident by massive overexpression of trisomy 21 genes, thus facilitating their identification. Therefore, we decided not to induce a 3:2 overexpression for any of the analyzed genes. Moreover, Nishiyama *et al*. [37] have recently shown using a similar tet-inducible system for massive overexpression of transcription factor genes in mouse ES cells that it is indeed possible to identify their physiological function from transcriptome analysis. We have also shown that some effects may be shared by both experimental conditions (massive versus 3:2 overexpression), since we observed concordant results by comparing single gene overexpression and trisomic Tc1 mES cell lines (Figure 4; Additional file 17). We suggest that some of the transcriptional features of trisomic Tc1 cells are partly due to an additive effect of single gene overexpression. Although our data are not sufficient to prove that these responses are additive, in a genetic sense of the word their extent and the significance of their sign concordance is certainly worth future investigation.

Full gene expression profiling for all the mES clones that overexpress 29 murine coding sequences and 3 HSA21 genes (refer to Additional file 2 for details) are provided, thus facilitating the search for new HSA21 gene targets and the elucidation of the transcriptional network underlying gene function.

Only a subset of 7 out of 20 genes in our overexpression study yielded a strong perturbation of the mES transcriptome, at least via microarray analysis. More subtle transcriptional changes might be detected when using more sensitive techniques such as RNA-seq technology [38]. We excluded the possible rapid degradation of the synthesized silent protein as an explanation of the inability of these overexpressed genes to produce significant changes in the mES transcriptome. We hypothesized an inverse correlation between transcriptional response and the basal expression level and the protein disorder of the overexpressed genes (Figure 3). Our observation can be useful to predict those genes with a higher probability of displaying dosage-sensitivity. However, we cannot exclude the possibility that the absence of a transcriptional response to the overexpression of some transcription factors and protein kinase genes reflects, for example, the absence of the proper protein partners in undifferentiated cells. In support of this hypothesis, none of the transgenic mouse lines generated as an *in vivo *model to study the effect of the overexpression of some HSA21 genes have so far been found to determine embryonic lethality, whereas they showed a clear phenotype in differentiated tissues (that is, TG-DYRK1a in brain, TG-DSCR1/Rcan1 in heart/vasculogenesis [39,40]). Therefore, future studies will be necessary to prove whether defects, which can take place early in development (such as the elevated risk of miscarriage of trisomic fetus), are due to the overexpression of effective genes.

We also quantified the effect of single gene overexpression on the proteome. Specifically, we performed a proteomic analysis on one of the overexpressing clones (*Runx1*) by the high-resolution 2DGE method. The comparison of the effect on the proteome with the effect on the transcriptome showed a strong correlation, with 15 out of 17 affected gene/protein pairs showing similar trends of expression variations (Table 2). However, two proteins (apolipoprotein E and septin 1) showed bifurcated regulation in protein and microarray assays. Both proteins show up-regulation, while their mRNA levels show down-regulation. This could suggest that the mRNAs of these two genes are unstable, leading to longer half-lives of the proteins.

## Conclusions

We have developed a mES cell bank for inducible expression of a set of murine orthologs of HSA21 genes. This resource represents an invaluable tool for future studies involving their differentiation into cardiomyocytes, and myeloid and neuronal lineages, which represent cell types/tissues affected by DS. The detection of early changes, at the level of undifferentiated mES cells, may be instrumental to a better understanding of some phenotypic features of DS, and possibly of other human aneuploidies.

## Materials and methods

### Cell culture

The cell line EBRTcH3 (EB3) was obtained from the laboratory of Dr Hitoshi Niwa and have been previously described in [19].

mES cells were grown in mES media + leukemia inhibitory factor (LIF) (DMEM high glucose (Invitrogen Ltd, Paisley, UK, catalog no. 11995-065) supplemented with 15% fetal bovine serum defined (HyClone, Thermo Scientific, Logan, UT, USA, catalog no. SH30070.03), 0.1 mM nonessential amino acids (Gibco-Brl, Invitrogen Ltd, Paisley, UK, catalog no. 11140-050), 0.1 mM 2-mercaptoethanol (Sigma-Aldrich, St. Louis, MO, USA, catalog no. M6250), and 1,000 U/ml ESGRO-LIF (Millipore, Billerica, MA, USA, catalog no. ESG1107)) at 37°C in an atmosphere of 5% CO_2_. All stable cell lines derived from EB3 were grown in mES media + LIF supplemented with 1 μg/ml Tc (Sigma, catalog no. T7660). For antibiotic selection of RMCE lines, mES + LIF + Tc supplemented with 1.5 μg/ml of puromycin (Sigma, catalog no. P9620) was used. In the case of two of the mES inducible clones (*ZFP295*, *Hunk*), these were grown in mES + LIF + Tc supplemented with 7.5 μg/ml puromycin to decrease the variation among the biological replicates of clones.

mES cells were trypsinized (in Trypsin-EDTA solution 10×, Sigma, catalog no. T4174) and plated 1 day before the nucleofection on 0.1% gelatin (Gelatin Type I from porcine skin, Sigma) coated 100-mm dishes (Nunc Gmbh & Co., Langenselbold, Germany, catalog no. 150350) in mES media + LIF supplemented with Tc. For nucleofection 2 × 10^6 ^cells were counted for each sample. Plasmids were prepared using Qiagen plasmid Midi kit (Qiagen spa, Milano, Italy, catalog no. 12145): 5 to 6 μg of pPthC vector containing each ORF [19] were incubated with 3 μg of pCAGGS-Cre vector [41] and 100 μl of Mouse ES Cell Nucleofector Kit (Amaxa, Lonza Cologne, Germany, catalog no. VPH-1001) was added to the plasmid mix. The nucleofection program used was the A30 program. Cells were then incubated for 10 to 15 minutes at room temperature in the presence of complete medium and plated. The day after the nucleofection, cells were washed twice with PBS (Dulbecco Phosphate buffered Saline 1×, Gibco, catalog no. 14190), and switched to selection media (mES + LIF + Tc + 1.5 μg/ml puromycin). The colonies were grown for approximately 7 to 8 days before they were individually trypsinized and transferred to 96-well U-bottom plates (Nunc, catalog no. 163320). Trypsinized cells were neutralized with mES media + LIF, vigorously pipetted, and then each clone was equally distributed among two gelatin-coated 48-well plates (Nunc, catalog no. 150687), the former with selection media and the latter with mES + LIF + 150 μg/ml hygromicin (Hygromycin B in PBS, Invitrogen, catalog no. 10687-010). When confluent, the clones resistant to selection media and completely dead in parallel in mES media + LIF + hygromicin were isolated, replicated in 12-well plates (Nunc, catalog no. 150628) and when confluent replicated in 6-well plates (Nunc, catalog no. 140675) to extract the genomic DNA using standard conditions.

The positive clones were identified by PCR using standard conditions using the following primer pair: 5'-GCATCAAGTCGCTAAAGAAGAAAG-3' and 5'-GAGTGCTGGGGCGTCGGTTTCC-3'. All positive clones analyzed were frozen at -135°C using standard conditions.

In compliance with our policy of distribution of published reagents, all the mES clones generated within this project are available for distribution to academic research centers upon request.

### Cloning strategy

The exchange vector pPthC-*Oct-3/4 *was obtained from the laboratory of Dr Hitoshi Niwa and has been previously described in [19].

For the cloning of each gene we decided to use only the coding sequence, from the ATG to the stop codon, without the 5' and 3' untranslated regions. For 29 ORFs, we cloned the murine coding sequence, while for 1 transcription factor (*ZFP295*) and 2 protein kinases (*DYRK1A*; *SNF1LK*) we used the human coding sequence (see Additional file 2 for more general information about these genes). For a subset of the selected genes there is evidence for the presence of different alternatively spliced isoforms that may differ in their coding sequence. In this case we decided to clone the longest annotated coding sequence.

The exchange vector was modified, in the region between XhoI and NotI restriction sites, by adding a multiple-cloning site that contains sequences recognized by three restriction enzymes (I-SceI, AscI and PacI) and by adding the epitope 3 × FLAG. Two double-stranded oligonucleotides, containing 3 × Flag sequence, with the sequences recognized by PacI and NotI at the 5' and 3' ends, respectively, were designed. These oligonucleotides were then inserted into the exchange vector, and digested by PacI-NotI. The epitope 3 × FLAG was designed to be in frame with the stop codon of each ORF.

The plasmids containing the cDNAs of *Gabpa*, *Olig1 *and *Dscr1 *were obtained from Biotech Custom Services Primm srl (Milano, Italy); the plasmid containing the cDNA of *Olig2 *was obtained from the laboratory of Dr Yaspo; the plasmid containing the cDNA of *Runx1 *was obtained from the laboratory of Dr Groner; the plasmid containing the cDNA of *Sim2 *was obtained from the laboratory of Dr Whitelaw. The cDNAs of *Aire*, *1810007M14Rik*, *Erg *and *Hunk *were obtained by retro-transcription with SuperScript III Reverse transcriptase (Invitrogen, catalog no. 18080-044) from total RNA extract of embryonic stem cells. All other plasmids were purchased from ImaGENES (formerly RZPD, Berlin, Germany).

The cDNAs were amplified using the plasmids as templates by PCR in standard conditions. The forward and reverse primers used to amplify the cDNAs were designed to include in the sequence the restriction sites recognized by the enzymes AscI and PacI at the 5' and 3' ends, respectively.

Primer pair sequences used for the cloning are available in Additional file 21. In the case of *Cstb*, the primers introduce the sequence recognized by PacI at both ends of the amplified product while, in the case of *Runx1*, the primers introduce the restriction sites of XhoI and NotI at the 5' and 3' ends, respectively. After digestion with the specific restriction enzymes, the cDNA fragments were cloned into pTOPO-bluntII (Invitrogen, catalog no. K2875J10). The pTOPO-bluntII containing the cDNAs was then cleaved by AscI-PacI or only by PacI (for *Cstb*) or by XhoI-NotI (for *Runx1*). The fragments obtained by digestion were separated from pTOPO-bluntII in a 1% agarose gel in TAE buffer and finally purified with QIAquick Gel Extraction kit (Qiagen, catalog no. 28706) using standard conditions. The purified cDNA fragments were then inserted into the appropriately digested and purified pPthC vector [19]. We screened the *Escherichia coli *positive clones in which the vector contained the cDNA fragments by enzymatic digestions and then sequencing the positive clones using the universal M13Fw primer and, for longer sequences, internal forward primers specific to the gene of interest.

### Induction of transgene expression

Three positive clones coming from the six-well copy were thawed, amplified and tested for the inducibility of the introduced gene to Tc. The complete removal of Tc results in sufficient induction of the Tet-off system [42]. Cells to be induced were washed twice with PBS, cultured for more than 3 hours in DMEM without Tc, trypsinized and re-plated onto new dishes. Clones were grown in medium deprived of Tc to perform a time course of induction (17, 24, 39 and 48 hours). In the presence of Tc (0 hours), the expression of each mRNA was indicative of the basal expression level in mES cells. Total RNA samples at various times of induction were purified by QIAshredder (catalog no. 79656) and extracted with RNeasy Protect Mini Kit (catalog no. 74126) using standard conditions. Total RNA (1 μg) was reverse-transcribed by QuantiTect Reverse Transcription Kit (Qiagen, catalog no. 205313) according to the manufacturer's instructions. q-PCR experiments were performed using Light Cycler 480 Syber Green I Mastermix (Roche spa, Monza, Italy, catalog no. 04887352001) for cDNA amplification and in LightCycler 480 II (Roche) for signal detection. q-PCR results were analyzed using the comparative Ct method normalized against the housekeeping gene *Actin B*.

All primer pair sequences used for q-PCR are available in Additional file 4. Luciferase assays on mES cells overexpressing the firefly *luciferase *(*Luc*) gene was performed using Dual Luciferase Reporter Assay System (Promega Italia, Milano, Italy). YFP fluorescence assay to detect the expression of the *YFP *reporter was performed using the DM6000 Leica Microscope.

### Karyotyping

The analysis was performed on 20 different inducible clones of our mES cell bank (7 effective and 13 silent genes) and on parental ES cells (EB3) at the beginning of this study on the cell line received from Dr Hitoshi Niwa and again 2 years later. A single inducible clone was chosen randomly within the biological triplicate for this analysis. Cells at 70% confluence were treated with colcemid (Invitrogen) for 2 hours and harvested. Cell pellets were resuspended in pre-warmed hypotonic solution (0.56% KCl) and incubated at 37°C. Cells were then fixed with freshly prepared, ice-cold methanol-acetic acid solution (3:1 in volume) and mounted by dropping onto slides from a height of 1 meter. Metaphase spreads were stained with 5% Giemsa solution (Invitrogen). Approximately 20 images were taken, and 25 spreads were analyzed to assess the percentage of euploid cells.

### Embryonic stem cell differentiation

The EB3 cells and the parental line E14 cells [43] were allowed to differentiate using the 'hanging drop' method [44,45]. The differentiation medium consists of the mES cell medium depleted of LIF. The primer pair of *Oct3/4 *used in q-PCR is reported in Additional file 4.

### Western blotting

Whole cell lysates were extracted after 24 or 48 hours of induction by lysis buffer (50 mM Tris-HCl (pH 8.0), 200 mM NaCl, 1% Triton, 1 mM EDTA, 50 mM Hepes) containing 1% (v/v) of proteinase inhibitor cocktail (Sigma, catalog no. P8340). Thirty micrograms of protein extract from 4 out of 7 clones overexpressing effective genes (*Erg*, *Nrip1*, *Runx1*, *Pdxk*) and 11 out of 13 overexpressing silent genes (*Bach1*, *Ets2*, *Gabpa*, *Olig1*, *Pknox1*, *1810007M14Rik*, *Dscr1-Rcan1*, *DYRK1A*, *Hunk*, *Pfkl*, *Ripk4*) were fractionated on 10% SDS-PAGE gels and electroblotted onto Trans-Blot transfer membrane (Biorad Italy, Segrate, Milano, Italy, catalog no. 162-0112). After incubation in blocking buffer in standard conditions, the membranes were incubated with anti-Flag antibody produced in rabbit (Sigma, catalog no. F7425) and then with anti-rabbit IgG horseradish peroxidase linked whole antibody (Amersham Biosciences, GE Healthcare Europe GmbH, Milano, Italy, catalog no. NA934V). Luminescence was performed using Super Signal West Pico Chemiluminescent substrate (Pierce, Euroclone, Pero, Milano, Italy, catalog no. 34080).

### Microarray hybridization

Total RNA (3 μg) was reverse transcribed to single-stranded cDNA with a special oligo (dT)24 primer containing a T7 RNA promoter site, added 3' to the poly-T tract, prior to second strand synthesis (One Cycle cDNA Synthesis Kit by Affymetrix, Fremont, CA, USA). Biotinylated cRNAs were then generated, using the GeneChip IVT Labeling Kit (Affymetrix). Twenty micrograms of biotinylated cRNA was fragmented and 10 μg hybridized to the Affymetrix GeneChip Mouse Genome 430_2 array for 16 hours at 45°C using an Affymetrix GeneChip Fluidics Station 450 according to the manufacturer's standard protocols.

### Microarray data processing

Low-level analysis to convert probe level data to gene level expression data was done using robust multiarray average (RMA) implemented using the RMA function of the Affymetrix package of the Bioconductor project [46,47] in the R programming language [48]. The low-level analysis for the BAMarray tool was performed using the MAS5 method, implemented using the corresponding function of the same Bioconductor package.

### Statistical analysis of differential gene expression

For each gene, a *t*-test was used on RMA normalized data to determine if there was a significant difference in expression between the two groups of microarrays (induced versus uninduced). *P*-value adjustment for multiple comparisons was done with the FDR of Benjamini-Hochberg [49]. A FDR control was applied to correct for multiple comparisons; the thresholds used in the different cases are reported in the main text. The BAM analysis was performed with BAMarray v3.0. The analysis was performed on MAS5 normalized array data using the default settings except for the following parameters: accuracy was set to high, clustering was set to manual with a value of 25, and variance was set to unequal.

*t*-Tests were also carried out to assess the significance of the variation in the relative expression values of each of the 20 genes analyzed in the parental cell line (EB3) versus the corresponding transgenic inducible clones (in the biological replicates) grown in the presence of Tc (0 hours of induction). In this statistical analysis the threshold for statistical significance chosen was a FDR < 0.05. The apparent increase of expression levels between EB3 cells and the non-induced state (in the cases of *Bach1 *and *Gabpa*, for example) was not statistically significant and therefore can be explained by the biological variability of expression levels of these genes in mES cells. In Additional file 5, we report the comparison of relative expression of 20 genes in the EB3 cell line with the corresponding transgenic inducible clones (in the biological replicates) grown in the presence of Tc (0 hours of induction).

### Microarray data analysis

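Erg and Runx1 have the largest counts at the stricter threshold too. At an adjusted p under 0.01 limma called 2540 probesets for Erg and 1491 for Runx1, followed by Aire with 244, Olig2 with 156, Pdxk with 27, Nrip1 with 1 and Sim2 with 0. The single Nrip1 probeset is that of Prom1, named above, and the 27 of Pdxk include those of the amine oxidase Aoc3 (limma adjusted p = 0.00673) and Ankrd37 (limma adjusted p = 0.00911).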

In the cases of *Runx1 *and *Erg *overexpression, a large number of genes were differentially expressed with FDR <5% (4,585 genes for *Runx1 *and 5,820 for *Erg*). This means that the number of false positives obtained from *Runx1 *and *Erg *experiments are 229 and 291, respectively. In order to reduce the number of false positives, we decided to perform the GO analysis on the gene set obtained while filtering the array using a more stringent criteria (FDR <1%). The differential expression of genes as obtained with the microarray was validated by q-PCR of the most up- and down-regulated genes as ranked by the differential expression ratio. In Additional file 4 we report the primer pair used in q-PCR.

### Gene set enrichment analysis

GSEA [24,50] was performed to determine if the set of silent genes was characterized by above average wild-type expression levels. The analysis was performed on the whole list of 45,102 probesets using the online GSEA server [51] with the default values for all the tool parameters and produced an enrichment score of 0.402 (FDR q-value = 0).

### Protein disorder measurement

The protein disorder was measured using the GlobPlot online tool v2.3 [52,53]. The disorder value for a protein was determined by a summation of the lengths of the disordered regions determined by the tool.

### Comparison with Tc1 cell line

The results of our overexpression experiments were collectively and individually compared with the Tc1 expression data. The MAS4 pre-processed Tc1 data were retrieved from Array Express [ArrayExpress:E-MEXP-654] and subsequently processed according to the same canonical statistical analysis (Cyber-t plus FDR correction; FDR < 5%) as our expression data, yielding a total of 284 significant genes (FDR < 0.05). Since the Tc1 dataset was obtained with a different chipset from ours (MG_U74Av2), we first converted the probesets into their 430_2 equivalents using the Affymetrix 'best match' conversion table; the result of the conversion yielded 241 genes. The probesets selected for each comparison were those that were found to be significant in both the Tc1 and the specific overexpression experiment; the composition of the individual lists is reported in Additional file 16. The total list used for Figure 4 was obtained by merging the individual lists and removing duplicate genes by keeping the maximum in absolute value and discarding the others, yielding 168 genes. The scatter plots were obtained by plotting the logarithm of the Tc1 fold change (ratio of treated versus untreated cell line) on the *x *axis, and the logarithm of the overexpressed gene on the *y *axis. The regression line coefficients were obtained using an algorithm computing a non-centered version of the correlation coefficient (the *xcorr *Matlab function) for the individual plots, and a standard A = YX^-1 ^algorithm for the collective plot (the two algorithms are interchangeable). The *P*-value for the regression coefficients was computed using a Student's *t *distribution for a transformation of the correlation. A *P*-value indicating the probability of obtaining the shown ratio of same-sign over total dots purely by chance was computed as follows. A set of *n *(*x*, *y*) pairs was created by randomly extracting *x *from the list of Tc1 log ratio values and *y *from the list of current gene values, where *n *is the number of dots in the graph; 100,000 such sets were created (1 million in the case of Aire), and the percentage of sets for which *x *× *y *> 0 was true for at least *k *out of the *n *pairs was noted and taken as *P*-value, where *k *is the number of dots in the graph having same-sign coordinates.

### Large-gel two-dimensional protein electrophoresis

The total protein extraction from mES cells was carried out using our standard protocol [54]. Protein (70 μg) was separated in each 2DGE run. Transgenic and parental cell lines were always run in parallel. The proteomic analysis was carried out on two Runx1 overexpressing clones (E6 and E7) out of the three clones (E6, E7 and F3) used for the transcriptome analysis (Additional file 3). Three technical repeats were performed for each clone. Overall, 12 two-dimensional gels were run for each Runx1 overexpressing clone: 6 replicates for the non-induced state and 6 replicates for the induced state (48 hours). All of the above samples were always run simultaneously in the same electrophoresis chamber to ensure gel pattern comparability. The protein expression alterations upon Runx1 overexpression were calculated by the ratio of the t48 hours mean to the t0 hours mean, using the averaged values across six gels (three technical replicates of each biological replicate). The statistic significance was accessed by student's *t*-test, with *P *< 0.05, and in addition, only if there is an expression alteration greater than 20% as described in [55]. Silver staining protocol was employed to visualize protein spots [56]. Computer-assisted gel evaluation was performed (Delta2D v3.4, Decodon, Greifswald Germany). Briefly, 2DGE gels were scanned at high resolution (600 dpi; TMA 1600, Microtek, Willich, Germany). Corresponding gel images were first warped using 'exact mode' (manual vector setting combined with automatic warping). A fusion gel image was subsequently generated using 'union mode', which is a weighted arithmetic mean across the entire gel series. Spot detection was carried out on this fusion image automatically, followed by manual spot editing. Subsequently, spots were transferred from fusion image to all gels. The signal intensities (volume of each spot) were computed as a weighted sum of all pixel intensities of each protein spot. Percent volume of spot intensities calculated as a fraction of the total spot volume of the parent gel was used for quantitative analysis of protein expression level. Normalized values after local background extraction were subsequently exported from Delta2D in spreadsheet format for statistical analysis. Student's *t*-test was carried out for control versus induced cell lines to access statistical significance of the expression differences (pair-wise, two-sided). *P *< 0.05 was used as statistical significance threshold. To reduce the influence of data noise, only protein expression changes over 20% compared to control were retained for further analysis. Additional file 22 shows the raw data of the proteomic analysis by 2DGE following the overexpression of Runx1. The detailed spot quantification data, in the form of relative volume data of each spot on each individual 2DGE gel, are also provided in this table. 2DGE gel image data have now been submitted to the World-2DPAGE Repository of the ExPASy Proteomics Server [2DPAGE:0021] for public access [31].

### Mass spectrometric protein identification

For protein identification by mass spectrometry, high resolution 2DGE gels were stained using a mass spectrometry compatible silver staining protocol [57]. Protein spots of interest were excised and subjected to in-gel trypsin digestion without reduction and alkylation. Tryptic fragments were analyzed using a LCQ Deca XP nano HPLC/ESI ion trap mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA) as described previously [58]. For database-assisted protein identification, monoisotopic mass values of peptides were searched against NCBInr (version 20061206, taxonomy *Mus musculus*), allowing one missed cleavage. Peptide mass tolerance and fragment mass tolerance were set at 0.8 Dalton. Oxidation of methionine and arylamide adducts on cysteine (propionaide) were considered as variable peptide modifications. Criteria for positive identification of proteins were set according to the scoring algorithm delineated in Mascot (Matrix Science, London, UK) [59], with an individual ion score cut-off threshold corresponding to *P *< 0.05.

## Abbreviations

2DGE: two-dimensional gel electrophoresis; DMEM: Dulbecco's modified Eagle's medium; DS: Down syndrome; FDR: false discovery rate; GO: Gene Ontology; GSEA: gene set enrichment analysis; HSA21: human chromosome 21; LIF: leukemia inhibitory factor; mES: mouse embryonic stem; ORF: open reading frame; PBS: phosphate-buffered saline; q-PCR: quantitative PCR; RMA: robust multiarray average; RMCE: recombination-mediated cassette exchange; Tc: tetracycline; YFP: yellow fluorescent protein.

## Authors' contributions

RDC and AR contributed equally to this work. RDC, AR and SI provided material, experimentation, data collection and analysis. RDC participated in writing the manuscript. LM and ML provided intellectual input for experimentation and data analysis. AOF provided technical input with respect to cloning. GC, DdB, SB and AB participated in writing the manuscript and intellectual input.

## Supplementary Material

Additional file 1 **Identification and validation of inducible/exchangeable recombinant mES clones**. **(a) **Recombinant mES clones were identified by PCR analysis. **(b) **q-PCR analysis and Luciferase assays using Dual Luciferase Reporter Assay System was performed on mES clones overexpressing the firefly *luciferase *(*Luc*) gene. The system was activated upon the removal of Tc (after 17, 24, 39 and 48 hours) from the medium. Protein extracts of mES cells were prepared at the same time points and luminescence quantified. **(c) **q-PCR analysis and YFP fluorescence assay to detect the expression of the *YFP *reporter. **(d) **Expression of mES cells overexpressing *Luc *after 24 hours from the complete removal of Tc from the medium; the degree of induction was easily manipulated by titrating the Tc. **(e) **Expression profile (q-PCR) of the pluripotency gene *Oct3/4*, and of markers of the mesoderm (*Brachyury*), ectoderm (*Gfap*) and endoderm (*Afp*) during differentiation of EB3 and of the parent cell line (E14). Click here for file

Additional file 2 **List of 32 genes overexpressed in mouse ES cells**. In this table we list the 32 genes selected to be integrated in the *Rosa26 *locus and overexpressed using the Tet-off system in mES cells. Click here for file

Additional file 3 **Time course of induction of three clones (biological replicates) selected for each gene**. In this table we report the time course of the induction of mES clones that overexpress the 32 ORFs. For each gene, three drug-resistant mES biological replicates, whose names are indicated in the specific column, were selected to be tested for their sensitivity to Tc removal from the medium. Click here for file

Additional file 4 **Primer pairs used in q-PCR**. Click here for file

Additional file 5 **Comparison of relative expression levels for 20 genes in the EB3 parental cell line and in the inducible clones at 0 hours of induction by multiple statistical *t*-tests**. In this table we show the comparison of the relative expression of 20 genes (the 13 transcription factors, the single transcriptional activator and the 6 kinases) in the EB3 cell line versus the corresponding transgenic inducible clones (in the biological replicates) grown in the presence of Tc (0 hours of induction). Click here for file

Additional file 6 **Complete list of differentially expressed genes following the overexpression of *Aire*, one of the effective genes**. Click here for file

Additional file 7 **Complete list of differentially expressed genes following the overexpression of *Erg*, one of the effective genes**. Click here for file

Additional file 8 **Complete list of differentially expressed genes following the overexpression of *Nrip1*, one of the effective genes**. Click here for file

Additional file 9 **Complete list of differentially expressed genes following the overexpression of *Olig2*, one of the effective genes**. Click here for file

Additional file 10 **Complete list of differentially expressed genes following the overexpression of *Pdxk*, one of the effective genes**. Click here for file

Additional file 11 **Complete list of differentially expressed genes following the overexpression of *Runx1*, one of the effective genes**. Click here for file

Additional file 12 **Complete list of differentially expressed genes following the overexpression of *Sim2*, one of the effective genes**. Click here for file

Additional file 13 **Summary of q-PCR validation of microarray data**. In this table we show the validation by q-PCR of the differential expression of a subset of the most up-regulated and down-regulated genes detected by microarray analysis of the seven effective genes, as ranked by differential expression ratio. Click here for file

Additional file 14 **A complete list of significantly enriched GO terms for the seven effective genes**. Click here for file

Additional file 15 **List of all the mouse orthologs of HSA21 genes sorted according to their basal expression level in mES cells (from the most to the least expressed)**. Click here for file

Additional file 16 **Summary of results derived from the comparison between the analysis of mES overexpressing effective clones and the transchromosomic Tc1 mouse line**. Click here for file

Additional file 17 **Comparison of overexpression experiments with the transcriptional response of the transchromosomic tc1 mouse line**. X-Y graphs comparing the transcriptional response of Tc1 with the response obtained in the individual overexpression experiments. Each dot represents a gene whose expression was statistically significant in both the Tc1 and the indicated overexpression experiment. The *x *axis corresponds to the log of the Tc1 ratio (trisomic versus wild type), and the *y *axis corresponds to the log of the ratio in the overexpression experiment (induced versus non-induced clone). The ratio of same-sign over total dots is reported for each graph. Click here for file

Additional file 18 **A complete list of GO terms significantly enriched in the subsets of genes differentially expressed after overexpression of 11 out of 13 silent genes**. Click here for file

Additional file 19 **GO enrichment analysis for five (*Bach1*, *Dscr1-Rcan1*, *DYRK1A*, *Gabpa *and *SNF1LK*) out of thirteen silent genes, as assessed by microarray analysis**. In this table we report the GO enrichment analysis for five out of thirteen silent genes (*Bach1*, *Dscr1-Rcan1*, *DYRK1A*, *Gabpa*, *SNF1LK*); supporting references for a subset of significant biological processes identified by the GO analysis are given. Click here for file

Additional file 20 **Differential protein expression variation in mES cells overexpressing *Runx1***. In this table we report the complete list of the proteins whose expression changed following the induction of *Runx1* Click here for file

Additional file 21 **Primer pairs used in PCR**. Click here for file

Additional file 22 **Raw data of the proteomic analysis, using 2DGE, following the induction of two Runx1 overexpressing clones (E6 and E7)**. Three technical repeats were performed for each biological replicate: this comprises 6 gels for E6 and 6 gels for E7. For each clone we ran three replicates for t0 (control) and three replicates for t48 hours. Corresponding t0 and t48 hour samples were always run simultaneously in the same chamber to ensure gel pattern comparability. The detailed spot quantification data are provided in this table. We list the relative volume of each spot on each individual 2DGE gel, together with other spot parameters, such as pixel spot volume, *x *and *y *coordinates of spots on the fusion gel image, as well as spot quality index. Click here for file

## References

[B1] JacobsPAChromosome mutations: frequency at birth in humans.Humangenetik19721613714010.1007/BF003939994647438

[B2] GoadWBRobinsonAPuckTTIncidence of aneuploidy in a human population.Am J Hum Genet19762862681247021PMC1684903

[B3] HassoldTHuntPTo err (meiotically) is human: the genesis of human aneuploidy.Nat Rev Genet2001228029110.1038/3506606511283700

[B4] AdlerIDAneuploidy studies in mammals.Prog Clin Biol Res1990340B2852932203010

[B5] GriffinDKThe incidence, origin, and etiology of aneuploidy.Int Rev Cytol1996167263296full_text876849610.1016/s0074-7696(08)61349-2

[B6] TorresEMWilliamsBRAmonAAneuploidy: cells losing their balance.Genetics200817973774610.1534/genetics.108.09087818558649PMC2429870

[B7] WisemanFKAlfordKATybulewiczVLFisherEMDown syndrome - recent progress and future prospects.Hum Mol Genet200918R758310.1093/hmg/ddp01019297404PMC2657943

[B8] PattersonDMolecular genetic analysis of Down syndrome.Hum Genet200912619521410.1007/s00439-009-0696-819526251

[B9] KorbelJOTirosh-WagnerTUrbanAEChenXNKasowskiMDaiLGrubertFErdmanCGaoMCLangeKSobelEMBarlowGMAylsworthASCarpenterNJClarkRDCohenMYDoranEFalik-ZaccaiTLewinSOLottITMcGillivrayBCMoeschlerJBPettenatiMJPueschelSMRaoKWShafferLGShohatMVan RiperAJWarburtonDWeissmanSThe genetic architecture of Down syndrome phenotypes revealed by high-resolution analysis of human segmental trisomies.Proc Natl Acad Sci USA2009106120311203610.1073/pnas.081324810619597142PMC2709665

[B10] ArronJRWinslowMMPolleriAChangCPWuHGaoXNeilsonJRChenLHeitJJKimSKYamasakiNMiyakawaTFranckeUGraefIACrabtreeGRNFAT dysregulation by increased dosage of DSCR1 and DYRK1A on chromosome 21.Nature200644159560010.1038/nature0467816554754

[B11] ReevesRHIrvingNGMoranTHWohnAKittCSisodiaSSSchmidtCBronsonRTDavissonMTA mouse model for Down syndrome exhibits learning and behaviour deficits.Nat Genet19951117718410.1038/ng1095-1777550346

[B12] BaekKHZaslavskyALynchRCBrittCOkadaYSiareyRJLenschMWParkIHYoonSSMinamiTKorenbergJRFolkmanJDaleyGQAirdWCGaldzickiZRyeomSDown's syndrome suppression of tumour growth and the role of the calcineurin inhibitor DSCR1.Nature20094591126113010.1038/nature0806219458618PMC2724004

[B13] AltafajXDierssenMBaamondeCMartiEVisaJGuimeraJOsetMGonzalezJRFlorezJFillatCEstivillXNeurodevelopmental delay, motor abnormalities and cognitive deficits in transgenic mice overexpressing Dyrk1A (minibrain), a murine model of Down's syndrome.Hum Mol Genet2001101915192310.1093/hmg/10.18.191511555628

[B14] VoronovSVFrereSGGiovediSPollinaEABorelCZhangHSchmidtCAkesonECWenkMRCimasoniLArancioODavissonMTAntonarakisSEGardinerKDe CamilliPDi PaoloGSynaptojanin 1-linked phosphoinositide dyshomeostasis and cognitive deficits in mouse models of Down's syndrome.Proc Natl Acad Sci USA20081059415942010.1073/pnas.080375610518591654PMC2453748

[B15] RachidiMLopesCCharronGDelezoideALPalyEBlochBDelabarJMSpatial and temporal localization during embryonic and fetal human development of the transcription factor SIM2 in brain regions altered in Down syndrome.Int J Dev Neurosci20052347548410.1016/j.ijdevneu.2005.05.00415946822

[B16] MensahAMulliganCLinehanJRufSO'DohertyAGrygalewiczBShipleyJGroetJTybulewiczVFisherEBrandnerSNizeticDAn additional human chromosome 21 causes suppression of neural fate of pluripotent mouse embryonic stem cells in a teratoma model.BMC Dev Biol2007713110.1186/1471-213X-7-13118047653PMC2211317

[B17] PinterJDBrownWEEliezSSchmittJECaponeGTReissALAmygdala and hippocampal volumes in children with Down syndrome: a high-resolution MRI study.Neurology2001569729741129494010.1212/wnl.56.7.972

[B18] CanzonettaCMulliganCDeutschSRufSO'DohertyALyleRBorelCLin-MarqNDelomFGroetJSchnappaufFDe VitaSAverillSPriestleyJVMartinJEShipleyJDenyerGEpsteinCJFillatCEstivillXTybulewiczVLFisherEMAntonarakisSENizeticDDYRK1A-dosage imbalance perturbs NRSF/REST levels, deregulating pluripotency and embryonic stem cell fate in Down syndrome.Am J Hum Genet20088338840010.1016/j.ajhg.2008.08.01218771760PMC2556438

[B19] MasuiSShimosatoDToyookaYYagiRTakahashiKNiwaHAn efficient system to establish multiple embryonic stem cell lines carrying an inducible expression unit.Nucleic Acids Res200533e4310.1093/nar/gni04315741176PMC552969

[B20] YuTLiZJiaZClapcoteSJLiuCLiSAsrarSPaoAChenRFanNCarattini-RiveraSBechardARSpringSHenkelmanRMStoicaGMatsuiSNowakNJRoderJCChenCBradleyAYuYEA mouse model of Down syndrome trisomic for all human chromosome 21 syntenic regions.Hum Mol Genet201019278027912044213710.1093/hmg/ddq179PMC2893810

[B21] DennisGShermanBTJrHosackDAYangJGaoWLaneHCLempickiRADAVID: Database for Annotation, Visualization, and Integrated Discovery.Genome Biol20034P310.1186/gb-2003-4-5-p312734009PMC193660

[B22] Huang daWShermanBTLempickiRASystematic and integrative analysis of large gene lists using DAVID bioinformatics resources.Nat Protoc20094445710.1038/nprot.2008.21119131956

[B23] DAVIDhttp://david.abcc.ncifcrf.gov

[B24] SubramanianATamayoPMoothaVKMukherjeeSEbertBLGilletteMAPaulovichAPomeroySLGolubTRLanderESMesirovJPGene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles.Proc Natl Acad Sci USA2005102155451555010.1073/pnas.050658010216199517PMC1239896

[B25] VavouriTSempleJIGarcia-VerdugoRLehnerBIntrinsic protein disorder and interaction promiscuity are widely associated with dosage sensitivity.Cell200913819820810.1016/j.cell.2009.04.02919596244

[B26] O'DohertyARufSMulliganCHildrethVErringtonMLCookeSSesayAModinoSVanesLHernandezDLinehanJMSharpePTBrandnerSBlissTVHendersonDJNizeticDTybulewiczVLFisherEMAn aneuploid mouse strain carrying human chromosome 21 with Down syndrome phenotypes.Science20053092033203710.1126/science.111453516179473PMC1378183

[B27] BAMarray 3.0http://www.bamarray.com/

[B28] IshwaranHRaoJSSpike and slab gene selection for multigroup microarray data.J Am Stat Assoc200510076478010.1198/016214505000000051

[B29] IshwaranHRaoJSKogalurUBBAMarraytrade mark: Java software for Bayesian analysis of variance for microarray data.BMC Bioinformatics200675910.1186/1471-2105-7-5916466568PMC1382258

[B30] ExPASy Proteomic Serverhttp://world-2dpage.expasy.org/repository/

[B31] HooglandCMostaguirKAppelRDLisacekFThe World-2DPAGE Constellation to promote and publish gel-based proteomics data through the ExPASy server.J Proteomics20087124524810.1016/j.jprot.2008.02.00518617148

[B32] KahlemPSultanMHerwigRSteinfathMBalzereitDEppensBSaranNGPletcherMTSouthSTStettenGLehrachHReevesRHYaspoMLTranscript level alterations reflect gene dosage effects across multiple tissues in a mouse model of down syndrome.Genome Res2004141258126710.1101/gr.195130415231742PMC442140

[B33] SudaYSuzukiMIkawaYAizawaSMouse embryonic stem cells exhibit indefinite proliferative potential.J Cell Physiol198713319720110.1002/jcp.10413301273667706

[B34] PalmqvistLGloverCHHsuLLuMBossenBPiretJMHumphriesRKHelgasonCDCorrelation of murine embryonic stem cell gene expression profiles with functional measures of pluripotency.Stem Cells20052366368010.1634/stemcells.2004-015715849174

[B35] MunneSHowlesCMWellsDThe role of preimplantation genetic diagnosis in diagnosing embryo aneuploidy.Curr Opin Obstet Gynecol20092144244910.1097/GCO.0b013e32832fad7319606031

[B36] PrandiniPDeutschSLyleRGagnebinMDelucinge VivierCDelorenziMGehrigCDescombesPShermanSDagna BricarelliFBaldoCNovelliADallapiccolaBAntonarakisSENatural gene-expression variation in Down syndrome modulates the outcome of gene-dosage imbalance.Am J Hum Genet20078125226310.1086/51924817668376PMC1950802

[B37] NishiyamaAXinLSharovAAThomasMMowrerGMeyersEPiaoYMehtaSYeeSNakatakeYStaggCSharovaLCorrea-CerroLSBasseyUHoangHKimETapnioRQianYDudekulaDZalzmanMLiMFalcoGYangHTLeeSLMontiMStanghelliniIIslamMNNagarajaRGoldbergIWangWUncovering early response of gene regulatory networks in ESCs by systematic induction of transcription factors.Cell Stem Cell2009542043310.1016/j.stem.2009.07.01219796622PMC2770715

[B38] MortazaviAWilliamsBAMcCueKSchaefferLWoldBMapping and quantifying mammalian transcriptomes by RNA-Seq.Nat Methods2008562162810.1038/nmeth.122618516045PMC13303166

[B39] AhnKJJeongHKChoiHSRyooSRKimYJGooJSChoiSYHanJSHaISongWJDYRK1A BAC transgenic mice show altered synaptic plasticity with learning and memory defects.Neurobiol Dis20062246347210.1016/j.nbd.2005.12.00616455265

[B40] VegaRBRothermelBAWeinheimerCJKovacsANaseemRHBassel-DubyRWilliamsRSOlsonENDual roles of modulatory calcineurin-interacting protein 1 in cardiac hypertrophy.Proc Natl Acad Sci USA200310066967410.1073/pnas.023722510012515860PMC141054

[B41] ArakiKImaizumiTOkuyamaKOikeYYamamuraKEfficiency of recombination by Cre transient expression in embryonic stem cells: comparison of various promoters.J Biochem1997122977982944381310.1093/oxfordjournals.jbchem.a021860

[B42] RennelEGerwinsPHow to make tetracycline-regulated transgene expression go on and off.Anal Biochem2002309798410.1016/S0003-2697(02)00250-612381365

[B43] HooperMHardyKHandysideAHunterSMonkMHPRT-deficient (Lesch-Nyhan) mouse embryos derived from germline colonization by cultured cells.Nature198732629229510.1038/326292a03821905

[B44] WobusAMGuanKYangHTBohelerKREmbryonic stem cells as a model to study cardiac, skeletal muscle, and vascular smooth muscle cell differentiation.Methods Mol Biol20021851271561176898510.1385/1-59259-241-4:127

[B45] WobusAMBohelerKREmbryonic stem cells: prospects for developmental biology and cell therapy.Physiol Rev20058563567810.1152/physrev.00054.200315788707

[B46] Bioconductorhttp://www.R-project.org

[B47] GentlemanRCCareyVJBatesDMBolstadBDettlingMDudoitSEllisBGautierLGeYGentryJHornikKHothornTHuberWIacusSIrizarryRLeischFLiCMaechlerMRossiniAJSawitzkiGSmithCSmythGTierneyLYangJYZhangJBioconductor: open software development for computational biology and bioinformatics.Genome Biol20045R8010.1186/gb-2004-5-10-r8015461798PMC545600

[B48] R: A Language and Environment for Statistical Computinghttp://cran.r-project.org/doc/manuals/refman.pdf

[B49] Klipper-AurbachYWassermanMBraunspiegel-WeintrobNBorsteinDPelegSAssaSKarpMBenjaminiYHochbergYLaronZMathematical formulae for the prediction of the residual beta cell function during the first two years of disease in children and adolescents with insulin-dependent diabetes mellitus.Med Hypotheses19954548649010.1016/0306-9877(95)90228-78748093

[B50] MoothaVKLindgrenCMErikssonKFSubramanianASihagSLeharJPuigserverPCarlssonERidderstraleMLaurilaEHoustisNDalyMJPattersonNMesirovJPGolubTRTamayoPSpiegelmanBLanderESHirschhornJNAltshulerDGroopLCPGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes.Nat Genet20033426727310.1038/ng118012808457

[B51] GSEAhttp://www.broad.mit.edu/gsea/

[B52] LindingRRussellRBNeduvaVGibsonTJGlobPlot:Exploring protein sequences for globularity and disorder.Nucleic Acids Res2003313701370810.1093/nar/gkg51912824398PMC169197

[B53] GlobPlothttp://globplot.embl.de/

[B54] KloseJLarge-gel 2-D electrophoresis.Methods Mol Biol19991121471721002723910.1385/1-59259-584-7:147

[B55] ChallapalliKKZabelCSchuchhardtJKaindlAMKloseJHerzelHHigh reproducibility of large-gel two-dimensional electrophoresis.Electrophoresis2004253040304710.1002/elps.20040597915349946

[B56] HeukeshovenJDernickRImproved silver staining procedure for fast staining in PhastSystem Development Unit. I. Staining of sodium dodecyl sulfate gels.Electrophoresis19889283210.1002/elps.11500901062466645

[B57] NebrichGHerrmannMSagiDKloseJGiavaliscoPHigh MS-compatibility of silver nitrate-stained protein spots from 2-DE gels using ZipPlates and AnchorChips for successful protein identification.Electrophoresis2007281607161410.1002/elps.20060065617447244

[B58] ZabelCMaoLWoodmanBRoheMWackerMAKlareYKoppelstatterANebrichGKleinOGramsSStrandALuthi-CarterRHartlDKloseJBatesGPA large number of protein expression changes occur early in life and precede phenotype onset in a mouse model for huntington disease.Mol Cell Proteomics2009872073410.1074/mcp.M800277-MCP20019043139PMC2667354

[B59] PappinDJHojrupPBleasbyAJRapid identification of proteins by peptide-mass fingerprinting.Curr Biol1993332733210.1016/0960-9822(93)90195-T15335725

[B60] MiyoshiHShimizuKKozuTMasekiNKanekoYOhkiMt(8;21) breakpoints on chromosome 21 in acute myeloid leukemia are clustered within a limited region of a single gene, AML1.Proc Natl Acad Sci USA199188104311043410.1073/pnas.88.23.104311720541PMC52942

[B61] AntonarakisSELyleRDermitzakisETReymondADeutschSChromosome 21 and down syndrome: from genomics to pathophysiology.Nat Rev Genet2004572573810.1038/nrg144815510164

[B62] WangQStacyTBinderMMarin-PadillaMSharpeAHSpeckNADisruption of the Cbfa2 gene causes necrosis and hemorrhaging in the central nervous system and blocks definitive hematopoiesis.Proc Natl Acad Sci USA1996933444344910.1073/pnas.93.8.34448622955PMC39628

[B63] OkudaTvan DeursenJHiebertSWGrosveldGDowningJRAML1, the target of multiple chromosomal translocations in human leukemia, is essential for normal fetal liver hematopoiesis.Cell19968432133010.1016/S0092-8674(00)80986-18565077

[B64] SteinGSLianJBvan WijnenAJSteinJLMontecinoMJavedAZaidiSKYoungDWChoiJYPockwinseSMRunx2 control of organization, assembly and activity of the regulatory machinery for skeletal gene expression.Oncogene2004234315432910.1038/sj.onc.120767615156188

[B65] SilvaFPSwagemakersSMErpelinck-VerschuerenCWoutersBJDelwelRVrielingHvan der SpekPValkPJGiphart-GasslerMGene expression profiling of minimally differentiated acute myeloid leukemia: M0 is a distinct entity subdivided by RUNX1 mutation status.Blood20091143001300710.1182/blood-2009-03-21133419666867

[B66] RemyPBaltzingerMThe Ets-transcription factor family in embryonic development: lessons from the amphibian and bird.Oncogene2000196417643110.1038/sj.onc.120404411175358

[B67] RandiAMSperoneADrydenNHBirdseyGMRegulation of angiogenesis by ETS transcription factors.Biochem Soc Trans2009371248125310.1042/BST037124819909256

[B68] Vlaeminck-GuillemVVanackerJMVergerATomavoNStehelinDLaudetVDuterque-CoquillaudMMutual repression of transcriptional activation between the ETS-related factor ERG and estrogen receptor.Oncogene2003228072808410.1038/sj.onc.120709414603248

[B69] KiskinisEHallbergMChristianMOlofssonMDilworthSMWhiteRParkerMGRIP140 directs histone and DNA methylation to silence Ucp1 expression in white adipocytes.EMBO J2007264831484010.1038/sj.emboj.760190817972916PMC2099470

[B70] ZhangXSzaboEMichalakMOpasMEndoplasmic reticulum stress during the embryonic development of the central nervous system in the mouse.Int J Dev Neurosci2007254554631791343710.1016/j.ijdevneu.2007.08.007

[B71] AugereauPBadiaEFuentesMRabenoelinaFCorniouMDerocqDBalaguerPCavaillesVTranscriptional regulation of the human NRIP1/RIP140 gene by estrogen is modulated by dioxin signalling.Mol Pharmacol2006691338134610.1124/mol.105.01737616391242

[B72] LuQRYukDAlbertaJAZhuZPawlitzkyIChanJMcMahonAPStilesCDRowitchDHSonic hedgehog--regulated oligodendrocyte lineage genes encoding bHLH proteins in the mammalian central nervous system.Neuron20002531732910.1016/S0896-6273(00)80897-110719888

[B73] ZhouQWangSAndersonDJIdentification of a novel family of oligodendrocyte lineage-specific basic helix-loop-helix transcription factors.Neuron20002533134310.1016/S0896-6273(00)80898-310719889

[B74] WatsonEDMattarPSchuurmansCCrossJCNeural stem cell self-renewal requires the Mrj co-chaperone.Dev Dyn20092382564257410.1002/dvdy.2208819777589

[B75] FuJTaySSLingEADheenSTHigh glucose alters the expression of genes involved in proliferation and cell-fate specification of embryonic neural stem cells.Diabetologia2006491027103810.1007/s00125-006-0153-316508779

[B76] CooperAJMeisterAAn appreciation of Professor Alexander E. Braunstein. The discovery and scope of enzymatic transamination.Biochimie19897138740410.1016/0300-9084(89)90169-72503044

[B77] Moya-GarciaAAMedinaMASanchez-JimenezFMammalian histidine decarboxylase: from structure to function.Bioessays200527576310.1002/bies.2017415612036

[B78] MullerIBWuFBergmannBKnockelJWalterRDGehringHWrengerCPoisoning pyridoxal 5-phosphate-dependent enzymes: a new strategy to target the malaria parasite *Plasmodium falciparum*.PLoS One20094e440610.1371/journal.pone.000440619197387PMC2634962

[B79] HansenneILouisCMartensHDorbanGCharlet-RenardCPetersonPGeenenVAire and Foxp3 expression in a particular microenvironment for T cell differentiation.Neuroimmunomodulation200916354410.1159/00017966519077444

[B80] LaanMKisandKKontVMollKTserelLScottHSPetersonPAutoimmune regulator deficiency results in decreased expression of CCR4 and CCR7 ligands and in delayed migration of CD4 + thymocytes.J Immunol20091837682769110.4049/jimmunol.080413319923453PMC2795747

# Supplementary material for: A mouse embryonic stem cell bank for inducible overexpression of human chromosome 21 genes
**Source:** Genome Biol. 2010 Jun 22;11(6):R64. doi: 10.1186/gb-2010-11-6-r64
**Supplement:** Additional file 2 — List of 32 genes overexpressed in mouse ES cells. In this table we list the 32 genes selected to be integrated in the Rosa26 locus and overexpressed using the Tet-off system in mES cells.

**List of 32 genes overexpressed in mouse ES cells**

| **Official Gene** | **Official Gene** | **Molecular** | **Refseq** | **mouse Chromosomal** |
| --- | --- | --- | --- | --- |
| **Symbol** | **Name** | **Function** | **ID (#)** | **location** |
| ***1810007M14Rik*** | RIKEN cDNA 1810007M14 gene | Transcription factor activity | NM_016631 | chr16: 91014282-91044788 |
| ***Aire*** | Autoimmune regulator | Transcription factor activity | NM_009646.1 | chr10: 77492776-77506325 |
| ***Atp5j*** | ATP synthase, H+ transporting, mitochondrial F0 complex, subunit F | Hydrogen ion transmembrane transporter activity | NM_016755.2 | chr16: 84828111-84835819 |
| ***Atp5o*** | ATP synthase, H+ transporting, mitochondrial F1 complex, O subunit | Hydrogen ion transmembrane transporter activity | NM_138597.2 | chr16: 91925468-91931808 |
| ***Bach1*** | BTB and CNC homology 1 | Transcription factor activity | NM_007520.2 | chr16: 87699199-87733591 |
| ***Cct8*** | Chaperonin subunit 8 (theta) | Molecular chaperone | NM_009840.3 | chr16: 87484121-87496085 |
| ***Cstb*** | Cystatin B | Cysteine-type endopeptidase inhibitor activity | NM_007793.3 | chr10: 77888415-77890364 |
| ***Dnmt3l*** | DNA (cytosine-5-)-methyltransferase 3-like | DNA methyltransferase activity | NM_001081695.1 | chr10: 77512587-77526360 |
| ***Dscr1 (Rcan1)*** | Regulator of calcineurin 1 | Transcriptional activator | NM_019466 | chr16: 92392200-92466370 |
| ***Dscr2 (Psmg1)*** | Down syndrome critical region homolog 2 (human) | Molecular chaperone | NM_019537.2 | chr16: 96201561-96212524 |
| ***DYRK1A*** | Dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 1a | Protein serine/threonine kinase activity | NM_130436.2 | chr16: 94791617-94916674 |
| ***Erg*** | Avian erythroblastosis virus E-26 (v-ets) oncogene related | Transcription factor activity | NM_133659.2 | chr16: 95580776-95808200 |
| ***Ets2*** | v-ets erythroblastosis virus E26 oncogene homolog 2 | Transcription factor activity | NM_011809.2 | chr16: 95924153-95942652 |
| ***Gabpa*** | GA binding protein transcription factor, alpha subunit | Transcription factor activity | NM_008065 | chr16: 84835170-84864021 |
| ***Gart*** | phosphoribosylglycinamide formyltransferase | Transferase activity | NM_010256.2 | chr16: 91621649-91647191 |
| ***Hunk*** | Hormonally upregulated Neu-associated kinase | Protein serine/threonine kinase activity | NM_015755.2 | chr16: 90386258-90499794 |
| ***Morc3*** | Microrchidia 3 | Zinc ion binding activity | NM_001045529.2 | chr16: 93832529-93876317 |
| ***Mrpl39*** | Mitocondrial ribo-protein L39 | Ribosomal protein | NM_017404.3 | chr16: 84717821-84735987 |
| ***Nrip1*** | Nuclear receptor interacting protein 1 | Transcription factor activity | NM_173440.2 | chr16: 76287645-76374072 |
| ***Olig1*** | Oligodendrocyte transcription factor 1 | Transcription factor activity | NM_016968 | chr16: 91270014-91272184 |
| ***Olig2*** | Oligodendrocyte lineage transcription factor 2 | Transcription factor activity | NM_016967.2 | chr16: 91270017-91272174 |
| ***Pdxk*** | Pyridoxal (pyridoxine, vitamin B6) kinase | Kinase protein activity | NM_172134.2 | chr10: 77903351-77927668 |
| ***Pfkl*** | Phosphofructokinase, liver, B-type | Kinase protein activity | NM_008826.4 | chr10: 77450654-77472495 |
| ***Pknox1*** | Pbx/knotted 1 homeobox | Transcription factor activity | NM_016670 | chr17: 31701746-31742991 |
| ***Pttg1ip*** | Pituitary tumor-transforming 1 interacting protein | Protein import into nucleus activity | NM_145925.2 | chr10: 77044498-77061476 |
| ***Ripk4*** | Receptor-interacting serine-threonine kinase 4 | Protein serine/threonine kinase activity | NM_023663.6 | chr16: 97963540-97985324 |
| ***Rrp1*** | Ribosomal RNA processing 1 homolog (S. cerevisiae) | rRNA processing activity | NM_010925.2 | chr17: 32173107-32197547 |
| ***Runx1*** | Runt-related transcription factor 1 | Transcription factor activity | NM_001111021.1 | chr16: 92602140-92826311 |
| ***Sim2*** | Single-minded homolog 2 (Drosophila) | Transcription factor activity | NM_011377.2 | chr16: 94086061-94348638 |
| ***SNF1LK*** | SNF1-like kinase | Protein serine/threonine kinase activity | NM_173354.3 | chr17: 31981193-31992737 |
| ***Sod1*** | Superoxide dismutase 1, soluble | Oxidoreductase activity | NM_011434.1 | chr16: 90221039-90226574 |
| ***ZFP295*** | Zinc finger protein 295 | Transcription factor activity | NM_001098403.1 | chr16: 98168599-98183786 |

**#** The Refseq ID is referred to the transcript isoform cloned

# Supplementary material for: A mouse embryonic stem cell bank for inducible overexpression of human chromosome 21 genes
**Source:** Genome Biol. 2010 Jun 22;11(6):R64. doi: 10.1186/gb-2010-11-6-r64
**Supplement:** Additional file 3 — Time course of induction of three clones (biological replicates) selected for each gene. In this table we report the time course of the induction of mES clones that overexpress the 32 ORFs. For each gene, three drug-resistant mES biological replicates, whose names are indicated in the specific column, were selected to be tested for their sensitivity to Tc removal from the medium.

**Time course of induction of three clones (biological replicates) selected for each gene**

For each gene, 3 drug-resistant mouse ES biological replicates (whose names are indicated in the second column), were selected to be tested for their sensitivity to the Tc remotion from the medium. For each clone we reported all the time points performed for each time course of induction. The expression level of each gene, in the biological replicates grown in the presence of Tc (0 hrs) and induced at different time points, is reported as relative expression (2^-dCt). The sequence of oligonucleotide primer pairs used in q-PCR are shown in Additional file 4.

# Supplementary material for: A mouse embryonic stem cell bank for inducible overexpression of human chromosome 21 genes
**Source:** Genome Biol. 2010 Jun 22;11(6):R64. doi: 10.1186/gb-2010-11-6-r64
**Supplement:** Additional file 4 — Primer pairs used in q-PCR.

**Primer pairs used in q-PCR**

# Supplementary material for: A mouse embryonic stem cell bank for inducible overexpression of human chromosome 21 genes
**Source:** Genome Biol. 2010 Jun 22;11(6):R64. doi: 10.1186/gb-2010-11-6-r64
**Supplement:** Additional file 5 — Comparison of relative expression levels for 20 genes in the EB3 parental cell line and in the inducible clones at 0 hours of induction by multiple statistical t-tests. In this table we show the comparison of the relative expression of 20 genes (the 13 transcription factors, the single transcriptional activator and the 6 kinases) in the EB3 cell line versus the corresponding transgenic inducible clones (in the biological replicates) grown in the presence of Tc (0 hours of induction).

**Comparison of relative expression levels for 20 genes in the EB3 parental cell line and in the inducible clones at 0hrs of induction by multiple statistical t-tests**

Multiple statistical t-test was used to compare the relative expression (2^-dCt) of 20 genes in the EB3 cell line and in the inducible clones at 0hrs of induction. For each gene we report the “Official Gene Symbol” and the names of the 3 drug-resistant mouse ES biological replicates already tested for their sensitivity to the Tc removal from the medium (refer to Additional file 3). The threshold for statistical significance chosen was FDR<0,05. Only in the case of the transcription factor *Pdxk* (highlighted with an asterisk) there is a statistically significant (corrected p-value (FDR)=0.04), albeit mild, leakiness.

# Supplementary material for: A mouse embryonic stem cell bank for inducible overexpression of human chromosome 21 genes
**Source:** Genome Biol. 2010 Jun 22;11(6):R64. doi: 10.1186/gb-2010-11-6-r64
**Supplement:** Additional file 13 — Summary of q-PCR validation of microarray data. In this table we show the validation by q-PCR of the differential expression of a subset of the most up-regulated and down-regulated genes detected by microarray analysis of the seven effective genes, as ranked by differential expression ratio.

**Summary of q-PCR validation of microarray data**

The values of expression of each gene, in the array and in the q-PCR analysis, is reported as differential expression ratio (signed ratio-array and signed ratio q-PCR, respectively).

# Supplementary material for: A mouse embryonic stem cell bank for inducible overexpression of human chromosome 21 genes
**Source:** Genome Biol. 2010 Jun 22;11(6):R64. doi: 10.1186/gb-2010-11-6-r64
**Supplement:** Additional file 14 — A complete list of significantly enriched GO terms for the seven effective genes.

**A complete list of significantly enriched Gene Ontology (GO) terms for the seven effective genes**

The data in this table was collected by a GO analysis performed on the list of differentially expressed genes (reported in Additional files 6 to 12) using the DAVID online tool restricting the output to Biological Process terms of level 4 and 5, with a significance threshold of FDR (false discovery rate) <5% and Fold Enrichment 1.5%.

In the table we report the gene symbols, all significant GO terms for the seven effective genes, the FDR and the Fold Enrichment values for each term.

# Supplementary material for: A mouse embryonic stem cell bank for inducible overexpression of human chromosome 21 genes
**Source:** Genome Biol. 2010 Jun 22;11(6):R64. doi: 10.1186/gb-2010-11-6-r64
**Supplement:** Additional file 15 — List of all the mouse orthologs of HSA21 genes sorted according to their basal expression level in mES cells (from the most to the least expressed).

**List of all the mouse orthologue of HSA21 genes sorted according to their basal expression level in mouse ES cells (from the most to the least expressed)**

The effective genes are shown in blue whereas the silent genes are shown in red. A Gene Set Enrichment Analysis, (GSEA) was performed to compute the significance of this distribution and the results are reported in Figure 3B.

# Supplementary material for: A mouse embryonic stem cell bank for inducible overexpression of human chromosome 21 genes
**Source:** Genome Biol. 2010 Jun 22;11(6):R64. doi: 10.1186/gb-2010-11-6-r64
**Supplement:** Additional file 16 — Summary of results derived from the comparison between the analysis of mES overexpressing effective clones and the transchromosomic Tc1 mouse line.

**Summary of results derived from the comparison between the analysis of mouse ES overexpressing effective clones and the transchromosomic Tc1 mouse line**

This table lists the gene expression values used in the comparison between Cell Bank overexpression experiments and Tc1 expression data. These last two values correspond to the *y* and *x* values, respectively, of the points forming the scatter plots in Additional file 17. Each section in the table corresponds to a single overexpression experiment, indicated in the leftmost column. The probesets included in each section are those whose change in expression was found to be significant in both that experiment and in the Tc1 microarray data (significance assessed separately for the two sets of data). The values are the base 2 logarithm of the treated vs. untreated ratio.

# Supplementary material for: A mouse embryonic stem cell bank for inducible overexpression of human chromosome 21 genes
**Source:** Genome Biol. 2010 Jun 22;11(6):R64. doi: 10.1186/gb-2010-11-6-r64
**Supplement:** Additional file 18 — A complete list of GO terms significantly enriched in the subsets of genes differentially expressed after overexpression of 11 out of 13 silent genes.

**A complete list of Gene Ontology (GO) terms significantly enriched in the subsets of genes differentially expressed after overexpression of eleven silent genes**

| **Gene** | **Gene Onthology** | **FDR** | **Fold** |
| --- | --- | --- | --- |
| **Symbol** | **terms** |  | **Enrichment** |
| *Bach1* | stress-activated protein kinase signaling pathway | 0.8 | 3.0 |
| negative regulation of programmed cell death | 1.3 | 1.9 |
| regulation of JNK cascade | 3.7 | 4.1 |
| *Dscr1-Rcan1* | axon guidance | 0.1 | 3.1 |
| positive regulation of metabolic process | 2.4 | 1.6 |
| positive regulation of transcription | 3.5 | 1.7 |
| regulation of cell activation | 4.5 | 2.4 |
| *DYRK1A* | translation | 0.0 | 1.8 |
| ribosome biogenesis and assembly | 0.0 | 2.0 |
| translational elongation | 0.8 | 3.2 |
| biopolymer biosynthetic process | 4.6 | 2.3 |
| *Gabpa* | DNA metabolic process | 0.0 | 1.5 |
| ribosome biogenesis and assembly | 0.0 | 2.0 |
| translation | 0.0 | 1.5 |
| DNA replication | 0.0 | 1.9 |
| cell cycle phase | 0.1 | 1.6 |
| chromosome organization and biogenesis | 0.5 | 1.5 |
| cytoskeleton-dependent intracellular transport | 1.3 | 1.7 |
| mitosis | 1.7 | 1.6 |
| *Hunk* | translation | 0.0 | 2.1 |
| ribosome biogenesis and assembly | 0.0 | 3.1 |
| RNA processing | 0.7 | 1.5 |
| response to unfolded protein | 2.0 | 2.2 |
| *Olig1* | spermatid nuclear elongation | 1.6 | 56.7 |
| *Pfkl* | intracellular protein transport | 1.8 | 1.5 |
| ribosome biogenesis and assembly | 2.9 | 2.0 |
| *Pknox1* | homophilic cell adhesion | 0.1 | 3.2 |
| *Ripk4* | response to virus | 0.5 | 3.0 |
| endocytosis | 3.1 | 1.8 |
| *SNF1LK* | endocytosis | 0.0 | 4.8 |
| neurite morphogenesis | 0.2 | 2.5 |
| neurite development | 0.4 | 2.2 |
| establishment of protein localization | 3.6 | 1.5 |
| *ZFP295* | translation | 0.0 | 3.0 |
| ribosome biogenesis and assembly | 0.0 | 4.2 |
| response to unfolded protein | 2.8 | 2.8 |
| regulation of carbohydrate biosynthetic process | 4.3 | 12.1 |
| macrophage activation | 4.8 | 7.6 |

The data in this table was collected by a GO analysis performed on the list of differentially expressed genes (reported in Additional files 6 to 12) using the DAVID online tool in those experiments involving the overexpression of silent genes, by using a more sensitive statistical method than the standard t-test approach. The method was the Bayesian Analysis of Variance for Microarrays, a Bayesian spike and slab hierarchical model, as implemented in the BAMarray tool (BAMarray 3.0). Transcriptional changes were detected for eleven out of thirteen silent genes, despite the low fold change of differentially expressed genes, which therefore could include more False Positives than the standard t-test. For the two remaining silent genes (*Ets2* and *1810007M14Rik*)no significant GO terms were found.

In the table we report the gene symbols, a subsets of significant GO terms for the eleven silent genes, the FDR and the Fold Enrichment values for each GO term.

# Supplementary material for: A mouse embryonic stem cell bank for inducible overexpression of human chromosome 21 genes
**Source:** Genome Biol. 2010 Jun 22;11(6):R64. doi: 10.1186/gb-2010-11-6-r64
**Supplement:** Additional file 19 — GO enrichment analysis for five (Bach1, Dscr1-Rcan1, DYRK1A, Gabpa and SNF1LK) out of thirteen silent genes, as assessed by microarray analysis. In this table we report the GO enrichment analysis for five out of thirteen silent genes (Bach1, Dscr1-Rcan1, DYRK1A, Gabpa, SNF1LK); supporting references for a subset of significant biological processes identified by the GO analysis are given.

**Gene Onthology enrichment analysis for five (*Bach1, Dscr1-Rcan1, DYRK1A, Gabpa* and *SNF1LK*) out of thirteen silent genes, as assessed by microarray analysis**

| **Gene** | **Gene Onthology** | **FDR** | **Fold** | **References** |
| --- | --- | --- | --- | --- |
| **Symbol** | **terms** |  | **Enrichment** |  |
| *Bach1* | stress-activated protein kinase signaling pathway | 0.8 | 3.0 | (Alam et al. 2004) (Mense et al. 2006) |
| regulation of JNK cascade | 3.7 | 4.1 | (Goven et al. 2009) |
| *Dscr1-Rcan1* | positive regulation of metabolic process | 2.4 | 1.6 | (Silveira et al. 2004) (Hilioti et al. 2004) |
| regulation of cell activation | 4.5 | 2.4 | (Wu et al. 2007) (Kyttälä et al. 2009) (Minami et al. 2009) |
| *DYRK1A* | translation | 0.0 | 1.8 | (Kimura et al. 2007) |
| biopolymer biosynthetic process | 4.6 | 2.3 | (Skurat et al. 2004) |
| *Gabpa* | cell cycle phase | 0.1 | 1.6 | (Yang et al. 2007) |
| *SNF1LK* | establishment of protein localization | 3.6 | 1.5 | (Katoh et al.2004) |

The data in this table was collected by a GO analysis performed on the list of differentially expressed genes (using the DAVID online tool restricting the output to Biological Process terms of level 4 and 5; with a significance threshold of FDR<5% and Fold Enrichment 1.5%) in those experiments involving the overexpression of five silent genes, by using a more sensitive statistical method than the standard t-test approach (see text and Additional file 18 for further details).

The significant GO terms listed are concordant with the known function of these genes as assessed by literature-based evidences (see “References” column).

# Supplementary material for: A mouse embryonic stem cell bank for inducible overexpression of human chromosome 21 genes
**Source:** Genome Biol. 2010 Jun 22;11(6):R64. doi: 10.1186/gb-2010-11-6-r64
**Supplement:** Additional file 20 — Differential protein expression variation in mES cells overexpressing Runx1. In this table we report the complete list of the proteins whose expression changed following the induction of Runx1

**Differential protein expression variation in mouse ES cells overexpressing Runx1**

Note: * Spot ID corresponds to Table S13

The data in this table was collected by the full proteomic analysis carried out on the total protein extracts of two mES clones (E6 and E7) overexpressing Runx1, grown in medium deprived of Tc for 48hrs, using high resolution large-gel 2-dimensional electrophoresis method (2DGE) followed by the protein identification performed with database-assisted Mass Spectrometry. The induction of the protein Runx1 changes the expression of at least 54 proteins: 24 proteins were consistently down-regulated; 30 were up-regulated. The differential expression of each protein is reported as differential protein expression ratio (t48hrs-mean/t0hrs-mean). The statistic significance was accessed by student’s T-test, with p<0.05, and in addition, only if there is an expression alteration over 20%. The standard error (St_Error) following the differential protein expression analysis is also reported.

# Supplementary material for: A mouse embryonic stem cell bank for inducible overexpression of human chromosome 21 genes
**Source:** Genome Biol. 2010 Jun 22;11(6):R64. doi: 10.1186/gb-2010-11-6-r64
**Supplement:** Additional file 21 — Primer pairs used in PCR.

**Primer pairs used in PCR**

How the deposited data were processed for this re-analysis (not part of the article)

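The data are processed values of 120 arrays from mouse embryonic stem cell clones: for each of 20 overexpressed genes, 3 clones with tetracycline (uninduced) and 3 after its withdrawal (induced). The experiments of 19 genes (114 arrays) used the Mouse 430_2 array, and that of Runx1 (6 arrays) the Mouse 430A_2 array. The deposited tables hold log2 intensities that the authors made with the robust multi-array average (RMA) of the affy package. The medians of the 6 arrays of an experiment lie close together, such as 5.24 to 5.33 for DYRK1A. Over the Mouse 430_2 experiments they run from 4.89 (Bach1) to 5.68 (Aire), although those of some experiments overlap. Levels were therefore compared within experiments, and the level of a transgene in its own uninduced clones against the other clones was not tested. The number of arrays, 3 in each state, limits the precision.

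Arrays were grouped by the gene and the state in their labels, and uninduced and induced arrays were paired by their replicate number. The pairing comes from the ratios in Additional files 6 to 12, which equal the mean over the 3 replicate numbers of the ratio within a number (the largest difference in log2 lies between 4.7e-05 and 5.2e-05 over the 7 tables). It was also checked in the data. After the mean of each state was removed, the correlation of the 2 arrays of a number was above 0.1 in 54 of 60 pairs. This held in all 3 pairs of 15 of the 20 experiments, and the median r was 0.376. The value for other numbers (−0.188) is no separate evidence, since removing the mean of 3 arrays ties it to the value of the pairs. The Sim2 clones are listed in another order before and after induction in Additional file 12, so the crossed pairing was also tried for that gene.

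Probesets were assigned to genes by the array annotation. Of the 45101 probesets of the Mouse 430_2 array, 34958 have 1 gene, 932 several and 9211 none, and of the 22690 of the Mouse 430A_2 array 20393, 691 and 1606. The Sim2 table holds 45100. Probesets without a gene or with several count in the totals and are not named. For each experiment, limma 3.58.1 in R 4.3.3 fitted the induced minus uninduced difference with the clone as a block, with empirical Bayes moderation and Benjamini-Hochberg adjustment over all probesets of the array, and a probeset counts as changed at an adjusted p under 0.05. Named genes are the 10 with the largest change in each direction among those past the threshold and moved the same way in all 3 clones for the effective genes, the 3 largest for the silent genes, the members of the gene lists and the genes that the paper names. Other named genes were chosen after their values were seen. The values in the paper's own tables had been read before. Other tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

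Gene lists (23, with 14 to 50 members) were written from general knowledge of the cell types and pathways before the values were read, and tested with camera of limma, with 1 probeset per gene, the preset correlation between genes of 0.01 and adjustment over the 460 tests of 23 lists in 20 experiments. Each list was tested again with the correlation estimated from the residuals, which are few. Counts of members adjusted over the list alone use the Benjamini-Hochberg adjustment within the list. The shift of a list in an experiment, its mean less that of all genes, was tested over experiments by flipping signs or exchanging labels in all possible ways. A fit of the mean response of the 13 silent experiments was made with the clone as the pair, and again with 1 mean difference per experiment.

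Basal levels are means over the Mouse 430_2 arrays of the probesets of a gene, compared between the 13 silent and 7 effective genes by an exact permutation test. The Tc1 values are those of Additional file 16, which has no Olig2 entries. The number of same signs was compared with 100000 random re-pairings of the Tc1 values within each experiment. For Table 2 the probeset of highest level of each gene was used. Of Additional files 6, 7 and 11 the first 1999 of the 2264, 5820 and 4585 rows were available.

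Alternatives set before the data were examined were fits without the clone as a block, a regularized test of the Cyber-t kind with a prior weight of 10, the methods' t-test, 1 fit over all Mouse 430_2 arrays, fits without the dimmer probesets, a second quantile normalization, moderation with a trend and robust variances, an FDR of 1%, leaving out each clone in turn, and for the other results the settings given in the last section. The methods' t-test was taken here within clone pairs, while the paper describes it between induced and uninduced arrays. The methods were tested on simulated data: changes of a log2 of 1 were made in arrays simulated from each experiment and found in 97 to 100% of the probesets, changes of 0.5 in 7.5 to 98.5%. Of the unchanged probesets 8 to 36 per experiment were called too, 11.3% of all calls (4.0 to 17.4% per experiment) where the threshold sets 5%. Simulated lists shifted by 0.3 were found in 20 of 20 experiments while 0 unshifted ones were called. This does not show how often real lists without a shift are called. In the real arrays exchanged labels passed up to 8 lists in an experiment (Gabpa and Ripk4), although such splits keep part of the difference.

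The q-PCR and western blot measurements, the protein disorder and the GO enrichment were not repeated, since their raw data or tools were not at hand. The gel measurements were not re-analyzed, although the paper supplies the spot volumes of each gel. The BAMarray analysis of the silent genes was not repeated either. The values of 1 gene are not reported here.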

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

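In this part the test against genes of the same signal level was set before its result was seen, and the other tests of causes were chosen only after the results were seen.

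Genes of the response to hypoxia were higher after Tc removal in 13 of 13 silent experiments, in data whose hypoxia genes the paper does not discuss: the mean shift was 0.157 (standard deviation 0.148, exact p = 0.000244, adjusted p = 0.00562 over 23 lists), and 0.156 without the Pfkl experiment, whose clone 1 had the largest rise of the difference between the 3′ and 5′ probesets of beta-actin (0.952). Against genes of the same signal level the shift was 0.152 with 13 of 13 higher, which argues against a bias that depends on the signal level. A change of RNA quality as the whole cause goes against the values too, since the shift fitted over the 13 experiments at no change of the beta-actin difference was 0.149 (standard error 0.041), and the Pfkl experiment had a shift of 0.18. The time since removal of tetracycline cannot be told from the effect of single genes: the 3 silent experiments with 39 hours, Pfkl included, had a larger shift than the 10 of 24 hours (exact permutation p = 0.014), but without Ripk4 the exact permutation p is 0.136, with Hunk (0.17) and Pfkl inside the range at 24 hours (0.01 to 0.20). Removal of tetracycline or re-plating of the cells may be the cause, and so may a specific effect of each overexpressed gene. The shared direction (exact p = 0.000244) is the pattern itself, and 0 of the 120 arrays are of cells without a transgene to tell them apart.

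The fit of the response shared by the 13 silent experiments, which the paper does not make, called 207 probesets. Drawing the direction of each experiment at random 99 times gave as many in 2 of 100 draws, the real one included, with 209 as the highest other, so chance in the directions is excluded at that share. Without the Ripk4 experiment 82 were called, without Hunk 118 and without Dscr1-Rcan1 131. With the correlation between genes estimated, the hypoxia list in this fit had a camera adjusted p of 0.172.

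A permutation of the times over the 20 experiments, with Pfkl at the 39 hours of Additional file 3 (6 at 39 to 48 hours, 14 at 24 hours), gave a difference for 9 of 23 lists. Longer times went with higher values of DNA replication (0.055, adjusted p = 0.00158), glycolysis (0.216, adjusted p = 0.00158), inhibitors of the cell cycle (0.173, adjusted p = 0.00415), hypoxia (0.279, adjusted p = 0.0198) and mitosis (0.066, adjusted p = 0.0363). They went with lower values of muscle (−0.173, adjusted p = 0.000593), amino acid synthesis (−0.176, adjusted p = 0.0363), primitive endoderm (−0.079, adjusted p = 0.0363) and ribosome biogenesis (−0.073, adjusted p = 0.0363). Each time holds its own genes, and the longer times by the labels also have higher array medians on the Mouse 430_2 (SNF1LK apart). Time was not told apart from either. With the times of the labels the 9 lists had an adjusted p of 0.00148 to 0.0399, and all are exact permutation tests.

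Among the 7 effective experiments, 1 experiment lay far from the other 6 for 3 of 23 lists: Erg for the haematopoietic list (0.311, others −0.005 to 0.095), which passed with Olig2 (camera adjusted p = 0.0484; adjusted p = 0.848 with an estimated correlation) and not with Erg (0.0904), Nrip1 for interferon targets (0.323, others −0.028 to 0.100) and Nrip1 for mitosis (−0.127, others 0.013 to 0.118). Chance gives such a distance in about 1 of 20 groups.

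Some probesets of the transgenes moved in data that the paper does not report. Adjusted over the 50 transgene probesets alone, with limma, Rcan1 was higher in its own clones by 2.14 (adjusted p = 0.000427, 3 of 3 clones) and Dyrk1a, in the clones with the human coding sequence, by 0.43 (adjusted p = 0.00754). Pknox1 was lower in its own clones on 3 probesets (log2 −1.21, adjusted p = 0.000427; −1.47, adjusted p = 0.00117; −1.45, adjusted p = 0.00192), and so was 1 probeset of Bach1 (−0.51, adjusted p = 0.00919). The hypoxia list of the Pknox1 experiment shifted by 0.16, in the direction of the other 19 experiments, as its labels have it, and Additional file 3 lists Pknox1 as induced by q-PCR, so the cause of the lower values was not found. Of the effective genes, Nrip1 was lower on 2 probesets (−0.59, limma adjusted p = 0.00754; −0.38, limma adjusted p = 0.0447), Pdxk higher on 1 (0.67, limma adjusted p = 0.00841) and Runx1 higher on 2 (limma adjusted p = 0.0253 for each), which makes 5 probesets higher and 6 lower.

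In the silent experiments, genes outside those that the paper discusses passed the limma test. In the Bach1 clones Gpx2 fell (−1.62), a call lost without clone 3 (limma adjusted p = 0.778). In the Hunk clones Lefty1 rose by 1.09 and 9330159F19Rik fell (−1.11), calls lost without clone 1 (limma adjusted p = 0.23 and 0.145), and Skor1 fell (−1.37), a call lost without the clone as a block (limma adjusted p = 0.251). In the Ripk4 clones Tfrc (1.37), Ndrg1 (1.20) and Ier3 (1.16) rose, calls lost without clone 1 (limma adjusted p = 0.145, 0.161 and 0.161) or clone 3 (0.513 for each). Each of these moved the same way in 3 of 3 clones. The antioxidant list shifted by −0.48 in the Bach1 clones (−0.28, −0.49 and −0.67 in the 3 clones), with 0 of its 14 genes past the limma test (7 lower adjusted over the list alone) and a camera adjusted p of 9.37e-12 (adjusted p = 0.848 with an estimated correlation). Over the 13 silent experiments its mean shift was −0.081 (exact p = 0.00586, adjusted p = 0.0337 over 23 lists, as for inhibitors of the cell cycle and glycolysis), but −0.048 without Bach1 (exact p = 0.0117), and −0.027 without Hmox1 as well (exact p = 0.0669), which fell by 3.66 in 1 clone each of Pknox1 and 1810007M14Rik.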

How the results depend on the processing

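The settings were set before the data were examined, except that the tests with experiments as the unit, with genes of the same level, with basal levels raised to the lower quartile or the median of the arrays, without the Pfkl, Ripk4 or Bach1 experiment or Hmox1, by time and with the random draws of the methods were chosen after the data were seen, as were the counts over other splits of the samples. The planned test of the uninduced level of each transgene in its own clones was not run, since the tables were normalized separately. The difference in basal level stayed between 1.79 and 2.43 (exact p of 0.00799 to 0.0404) in the 8 alternatives set beforehand. It was 1.69 (exact p = 0.0347) with levels raised to the lower quartile and fell to 1.22 (exact p = 0.0567) with levels raised to the median. The total of same signs with Tc1 kept a permutation p of 1e-05, the smallest possible, in all alternatives set beforehand (0.00046 with the random draws of the methods). That total was 208 in every alternative that kept all listed probesets. The probesets were listed as significant in both systems, so the stable p says little. The 66 genes of the q-PCR table kept their direction, 11 or 12 pairs of Table 2 had the direction of the protein, and no named gene that had passed the test changed sign. With 3 clones per gene the counts of the experiments with weaker responses depend on the variance model and on single clones, and where values below differ from those given beside the claims the cause was not tested.

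Without the clone as a block, limma called 5 probesets for Aire, 79 for Olig2, 47 for Sim2 and 0 each for Nrip1, Pdxk, Bach1, Hunk and Ripk4, so that 5 experiments held a change, 31 q-PCR genes passed and the shared response had 2 probesets. The crossed pairing of the Sim2 clones gave 0. The Cyber-t kind of test called 2683 for Aire, 733 for Nrip1, 1850 for Olig2, 737 for Pdxk, 1390 for Sim2, 101 for Gabpa, 54 for Ripk4, 49 for Hunk, 11 for DYRK1A, 4 for Bach1 and 1 for Dscr1-Rcan1. The methods' t-test with the adjustment called 0 for Aire, Erg, Nrip1, Olig2, Pdxk, Runx1, Sim2 and Bach1 and 1 each for Hunk and Ripk4 (2 experiments), where its unadjusted p was under 0.05 for 3092 (Nrip1) to 7283 (Erg) probesets of the effective genes. Moderation with a trend and robust variances gave 2896 for Aire, 293 for Nrip1, 2130 for Olig2, 253 for Pdxk, 999 for Sim2, 76 for DYRK1A, 58 for Hunk, 2 for SNF1LK and 1 for Dscr1-Rcan1. One fit over all Mouse 430_2 arrays, which shares the variance between experiments, gave 2125 for Nrip1, 2703 for Pdxk, 5248 for Sim2, 3921 for Gabpa, 527 for Pfkl, 191 for Ripk4, 39 for Bach1, 28 for Hunk, 10 for Ets2, 9 for Pknox1 and 1 each for Dscr1-Rcan1 and SNF1LK. Leaving out the dimmer probesets, whose signal is nearest the background, gave 1470 for Olig2, 76 for Pdxk, 1 each for Nrip1 and Hunk and 0 for Bach1 and Ripk4. At an adjusted p under 0.01 the counts were 2540 for Erg, 1491 for Runx1, 244 for Aire, 156 for Olig2, 27 for Pdxk, 1 for Nrip1 and 0 for Sim2, Bach1, Hunk and Ripk4 (6 experiments).

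Leaving out each clone in turn gave 110 (without clone 3) to 2025 (without clone 2) for Aire, 2408 to 4911 for Erg (clones 3 and 2), 0 to 52 for Nrip1 (clones 1 and 3, and 2), 28 to 430 for Olig2 (clones 1 and 3), 1 to 4995 for Pdxk (clones 3 and 2), 2156 to 2808 for Runx1 (clones 2 and 3) and 0 to 1095 for Sim2 (clones 2 and 3). For the silent genes it gave 0 to 1959 for Gabpa (clone 2), 1 to 268 for Hunk (clones 1 and 3), 0 to 31 for Ripk4 (clone 2), 0 to 25 for SNF1LK (clone 3), 0 to 13 for DYRK1A (clone 2), 0 to 6 for 1810007M14Rik (clone 1), 0 to 5 for Bach1 (clone 1), 0 to 2 for Olig1 (clone 2) and 0 to 1 for Dscr1-Rcan1 (clone 2), and an experiment left out of the shared response 82 (Ripk4) to 258 (Gabpa). The shared response had 34 probesets in the experiments of 24 hours by the labels, and 2 with experiments as the unit. Among the lists, the camera adjusted p with an estimated correlation was 0.848 for mitosis and cell cycle inhibitors with Aire, endothelium and actin with Erg, interferon targets with Nrip1, glycolysis, hypoxia and amino acid synthesis with Pdxk, and endothelium and cell cycle inhibitors with Runx1, with 0 of 460 tests passing. That version rests on too few residuals to decide. Leaving out each clone, the camera adjusted p with the preset correlation was 0.00125 to 0.0662 (without clone 2) for interferon targets with Nrip1, and 0.0487 (without clone 3) to 0.266 for trophectoderm with Olig2.

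Exchanging the labels within clone pairs gives 4 splits per experiment, too few for a share under 0.05. With 0 as the highest other split, 1 of 4 splits (the real one) had as many changes for Erg (5405), Runx1 (3667), Aire (1772), Olig2 (795), Sim2 (412), Pdxk (119), Nrip1 (61), Ripk4 (8), Hunk (3) and Bach1 (1). All 4 did for the 10 experiments with 0 changes, where the highest other was 7 for DYRK1A, 1 for Pknox1 and 0 for the rest. Over all 20 experiments, 1 of 100 draws reached the real total of 12243 (highest other 10851). For the lists 1 of 100 reached 95 passing tests, with the lists adjusted over all experiments of a draw (highest other 78, median 50). The same held with adjustment within each experiment (highest other 92, median 60). Chance in the labels is thus excluded for both totals at that share. It is not for the lists of each single experiment, adjusted within the experiment. Another split passed more lists than the real one for Gabpa (8 against 3), Pknox1 (7 against 2), Bach1 (5 against 3) and Olig2 (5 against 3). The same was seen for Ripk4 (8 against 6), Sim2 (6 against 5) and 1810007M14Rik (2 against 1). In the remaining experiments no split passed more than the real one. The draws keep the real split of some experiments, and a split that exchanges 1 pair keeps part of the difference. The medians therefore do not show how many lists pass without the contrast.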

Differences from the paper's values

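The counts of the paper's gene tables are taken at an FDR under 5%, as here. For Nrip1 the paper lists 563 probesets and limma called 61. Of the alternatives set before the data were examined, the Cyber-t kind of test (733) is within 1.5 times the paper's value, and moderation with a trend (293), the fit over all arrays (2125), the second quantile normalization (42), the fit without the dimmer probesets (1), an FDR of 1% (1), the fit without a block (0), the methods' t-test (0) and leaving out a clone (0, 52 and 0) are not. For Olig2 the paper lists 1603 and limma called 795. The Cyber-t kind of test (1850), the fit without the dimmer probesets (1470) and moderation with a trend (2130) are within 1.5 times the paper's value, and the second quantile normalization (816), the fit over all arrays (794), an FDR of 1% (156), the fit without a block (79), the methods' t-test (0) and leaving out a clone (28, 283 and 430) are not.

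For Pdxk the paper lists 412 and limma called 119, and no alternative is within 1.5 times the paper's value: the Cyber-t kind of test called 737, moderation with a trend 253, the fit over all arrays 2703, the second quantile normalization 87, the fit without the dimmer probesets 76, an FDR of 1% 27, the fit without a block 0, the methods' t-test 0 and leaving out a clone 9, 4995 and 1. For Sim2 the paper lists 1075 and limma called 412. Here the Cyber-t kind of test (1390), moderation with a trend (999) and the fit without clone 3 (1095) are within 1.5 times the paper's value, and the fit over all arrays (5248), the second quantile normalization (605), the fit without the dimmer probesets (389), the fit without a block (47), the crossed pairing (0), an FDR of 1% (0), the methods' t-test (0) and the fits without clone 1 (157) or clone 2 (0) are not. Of the paper's probesets, limma called 61 of 563 for Nrip1, 783 of 1603 for Olig2, 119 of 412 for Pdxk and 409 of 1075 for Sim2, and the Cyber-t kind of test 563, 1602, 407 and 1075, with the direction of the paper in all of them.

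In Table 2 the paper gives an mRNA ratio of 3.05 for Pkm2, where the arrays gave 1.19, with 1.15 to 1.21 in the alternatives. For Ldhb the paper gives 0.64, where the arrays gave 2.93, with 2.80 to 3.04 in the alternatives. None of the alternatives set before the data were examined brings either value within 1.5 times the paper's.

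The paper names apoE and Sept1 as the genes of Table 2 with opposite directions of protein and mRNA. Both had opposite directions here, and Hspd1, to which the paper gives a lower mRNA with a ratio of 0.75, had a ratio of 1.00 (limma adjusted p = 0.994). The level of Hspd1 was high (13.98 in both states), and saturation of its probeset was not tested. The paper names Runx1, Erg, Nrip1, Sim2 and Aire as experiments that share directions with Tc1 beyond chance. By re-pairing, Erg (permutation p = 0.00016) and Runx1 (0.00021) did and Nrip1 (0.0776) did not. For Aire (35 of 44 same signs) and Sim2 (17 of 20) re-pairing cannot tell, since 43 of 44 and 20 of 20 of the Tc1 values are positive. The methods draw values at random from a list of Tc1 values and do not say which. With the list of the experiment these draws, chosen after the values were seen, gave permutation p of 0.00247 for Erg, 0.0244 for Runx1 and 0.123 for Nrip1, and with all listed Tc1 values 0.00319 for Erg, 0.0187 for Runx1, 0.271 for Nrip1, 0.284 for Aire and 0.287 for Sim2. The paper's full list of Tc1 genes was not at hand. Of the 66 genes that the paper checked by q-PCR, 53 passed the limma test, and 9 of the 10 for Nrip1 and 4 of the 8 for Pdxk did not, with the direction of the paper's array ratio in each.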

Other observations

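The responses to several genes resemble each other. Differences after induction of Pdxk, the kinase of vitamin B6, correlated with those of Ripk4 (r = 0.596), Sim2 (0.581) and Aire (0.547), and those of Aire with Hunk (0.507), and of the 119 probesets that changed with Pdxk 118 had the same direction with Ripk4, 114 with Sim2 and 110 each with Aire and Hunk, against 42 (Gabpa) to 105 (Olig2) in the other 14 experiments of that array, with 100 for Pfkl and 99 for Dscr1-Rcan1. The 6 experiments of 39 to 48 hours, with Pfkl at the 39 hours of Additional file 3, had a mean correlation of 0.390 among themselves, against 0.0557 over all sets of 6 experiments (exact one-sided permutation p = 3.69e-05), and the 5 of the labels 0.452 (exact one-sided permutation p = 8.6e-05). The shared genes include Egln3, Bnip3 and Aldoc, targets of hypoxia, and the hypoxia list, of which 11 of 24 genes rose with Pdxk (18 adjusted over the list alone), had a camera adjusted p of 2.93e-16 with Pdxk and 5.27e-16 with Ripk4 (adjusted p = 0.848 with an estimated correlation for each). Neither this list, which passed in 6 effective and 10 silent experiments, nor that of amino acid synthesis is confined to the longer times. The latter passed as lower in 6 effective and 6 silent experiments and as higher with DYRK1A, the lower ones including Dscr1-Rcan1 at 24 hours (camera adjusted p = 2.65e-17; adjusted p = 0.848 with an estimated correlation), and did not pass with Sim2 (camera adjusted p = 0.0921; adjusted p = 0.873 with an estimated correlation). The comparison by time was chosen after the data were seen, and these data do not hold the same gene at 2 times of induction. Time by the labels also goes with the array medians on the Mouse 430_2. They are 5.335 (Hunk) or more at 39 to 48 hours. At 24 hours they are 5.329 (DYRK1A) or less, apart from SNF1LK (5.359 to 5.406). Time was not told apart from this difference between arrays.

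With Nrip1 the mean change of the pluripotency list was −0.35 and that of the cytoskeleton list 0.30. In each list 0 genes passed the limma test. Adjusted over the list alone, 13 pluripotency genes were lower and 2 higher, and 6 cytoskeleton genes were higher. The camera adjusted p was 1.37e-06 and 7.02e-05 (adjusted p = 0.848 with an estimated correlation for each). The list of ribosome biogenesis was lower with Sim2, with 0 genes past the limma test and 3 lower adjusted over the list alone. Its camera adjusted p was 9.28e-10 (adjusted p = 0.848 with an estimated correlation). The lists of fibroblast genes, primitive streak genes and ribosomal proteins passed in 0 of the 20 experiments (smallest camera adjusted p of 0.136, 0.0552 and 0.613). The lists of heat shock (0.0468 with Hunk), tissue-restricted antigens (0.0489 with Olig1), trophectoderm (0.0241 with ZFP295), DNA replication (0.00376) and neural genes (0.00454) passed in 0 effective experiments and in 1, 1, 1, 1 and 2 silent ones (adjusted p of 0.848 or above with an estimated correlation). Muscle genes passed in 2 effective and 2 silent experiments and primitive endoderm genes in 1 and 1 (smallest camera adjusted p of 0.00445 and 0.0193; adjusted p = 0.848 with an estimated correlation).

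The tests of causes below were chosen after the result was seen. Most listed genes are higher in Tc1 whatever the experiment, which raises the number of same signs: re-pairing gives 181.8 same signs of 288 by itself. The 208 found over the 6 listed experiments exceed it (permutation p = 1e-05, the smallest possible), which argues against this imbalance as the whole cause there. Over Aire, Nrip1, Pdxk and Sim2, with 77 of 94 where re-pairing gives 74.5 (permutation p = 0.154), re-pairing cannot tell, since Tc1 is positive in 43 of 44 values for Aire, 9 of 9 for Pdxk and 20 of 20 for Sim2. No biological explanation was tested.

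The mRNA ratios that Table 2 prints for Lap3, Ldhb, Pkm2, S100a11, Serpinh1 and Sipa1l1 lie near the array ratios of other genes. Set against Igf2bp2, Lap3, Ldhb, Pkm2, S100a11 and Serpinh1 in turn, they differ by a median log2 of 0.01 and at most 0.08, while the ratios printed for these genes themselves differ by a median of 0.60. Whether ratios were listed 1 gene further down in alphabetical order cannot be told: the 6 were picked from 17 genes for this match, so the exact permutation p = 0.00139 over their 720 orders decides nothing, and Sept1, which stands between S100a11 and Serpinh1, has its own ratio (0.71, and 0.703 on the arrays). With the arrays' own values, including the probesets that Additional file 11 assigns to Igf2bp2 (log2 −0.47, limma adjusted p = 0.0111) and S100a11 (0.45, limma adjusted p = 0.0123), 13 of 16 genes had the direction of the protein.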
